# ENO1-related gene signature predicts prognosis and therapeutic response in diffuse large B-cell lymphoma

**DOI:** 10.3389/fimmu.2025.1644020

**Published:** 2025-10-23

**Authors:** Wenli Yan, Xiaoxi Liu, Beibei Gao, Shanshan Zhang, Jinhong Ren, Yang Lu, Limei Ai, Jinsong Yan, Haina Wang

**Keywords:** DLBCL, ENO1, PABPC4, prognosis, therapeutic response

## Abstract

**Purpose:**

Alpha-enolase (ENO1), the enzyme catalyzing 2-phosphoglycerate conversion to phosphoenolpyruvate, is highly expressed in diffuse large B-cell lymphoma (DLBCL) and correlates with adverse clinical outcomes. Thus, understanding the relationship between ENO1-related gene (ERG) network and DLBCL is imperative. Here, we integrated multi-omics profiling (RIP-seq, RNA-seq, and protein interactome analysis) to identify ERGs and established a prognostic model by machine learning algorithms.

**Methods:**

We identified eleven hub genes (CHERP, SYNE2, INTS1, FAP, MMP9, LRP5, RBM8A, PRMT5, SLC25A6, PABPC4, PSTPIP2) using RNA sequencing, RNA immunoprecipitation sequencing, and protein interaction profiling. A prognostic model was constructed using univariate Cox regression and least absolute shrinkage and selection operator (LASSO) regression in the GSE10846 dataset and validated in two independent cohorts. DLBCL patients were stratified into high- and low-risk groups based on the model, and clinical characteristics were compared. The tumor immune microenvironment (TIME) was analyzed using CIBERSORT and xCell algorithms to explore correlations with the ERG score. Drug sensitivity assays in DLBCL cell lines were performed to validate the model’s predictive capacity for chemotherapy response. Furthermore, the functional role of PABPC4, a key gene in the scoring system, was investigated through *in vitro* and *in vivo* experiments.

**Results:**

A prognostic model including 11 hub genes was established. Patients in the high-risk group exhibited worse clinical outcomes and an immunosuppressive TIME, characterized by altered expression of immune checkpoint-related proteins. This group demonstrated increased sensitivity to vincristine, etoposide, and oxaliplatin. Knockdown of PABPC4 significantly inhibited cell proliferation, reduced colony formation, and delayed tumor growth *in vivo*.

**Conclusions:**

The ERG scoring system offers a robust and precise tool for predicting survival and guiding personalized treatment in DLBCL patients.

## 1 Introduction

Non-Hodgkin lymphoma (NHL) is a common malignant hematological disease, with diffuse large B-cell lymphoma (DLBCL) being the major subtype, accounting for approximately 30–50% of NHL cases (1). DLBCL is often highly aggressive and is characterized by the diffuse growth of medium- to large B-lymphoid cells. On the basis of its cell of origin, DLBCL can be classified into two subtypes: germinal center B-cell-like (GCB) and activated B-cell-like (ABC). These two subtypes have distinct genomic profiles and different clinical outcomes, with the ABC subtype being associated with poorer prognosis (2). The standard chemotherapy regimen for DLBCL is R-CHOP (rituximab, cyclophosphamide, doxorubicin, vincristine, and prednisone). Although this regimen has good safety, 40–50% of patients still experience drug resistance or relapse (3), underscoring the urgent need for robust prognostic biomarkers to guide risk stratification and personalized therapeutic strategies. Recent advances in multi-omics analyses have highlighted the critical role of dysregulated RNA metabolism and protein translation in cancer progression, yet the prognostic implications of these pathways in DLBCL remain underexplored.

ENO1 (alpha-enolase) is a multifunctional protein that catalyzes glycolysis by converting 2-phospho-D-glycerate to phosphoenolpyruvate and enhances cell migration through plasminogen recruitment and plasmin activation (4–8). As an RNA-binding protein, ENO1 stabilizes oncogenic mRNAs (e.g., YAP and IRP1) to promote hepatocarcinogenesis (9, 10). Additionally, it modulates immune responses by interacting with immune-related molecules, potentially facilitating tumor immune evasion through microenvironment remodeling (11–15). These pleiotropic roles position ENO1 as a pivotal regulator of cancer metabolism, invasion, and immunosuppression. However, the broader landscape of ENO1-related genes (ERGs) and their collective impact on DLBCL prognosis and tumor biology remain unknown.

In this study, we performed an integrated analysis of ERGs via data from RNAseq, RIPseq, and protein interaction profiles to explore their functions in DLBCL. We then constructed and validated a risk assessment model that effectively predicts the prognosis of patients with DLBCL. With this model, we identified chemotherapy drugs that are more sensitive to high-risk patients and validated these findings through cell experiments. We also evaluated the relationship between the immune microenvironment and the risk model and found that the high-risk group tended to develop an immunosuppressive TME. Moreover, we are the first to evaluate the impact of the PABPC4 protein on the proliferation and prognosis of DLBCL. Both *in vitro* and *in vivo* experiments demonstrated that high expression of PABPC4 promotes the proliferation of DLBCL and is negatively correlated with overall survival (OS). Our study provides new insights into the role of the ENO1 interaction network in the development of DLBCL and offers guidance for the prognosis and precision medicine of DLBCL patients.

## 2 Materials and methods

The flowchart of this study is shown in **Supplementary Figure 1**. Initially, we performed unsupervised clustering, functional enrichment, survival analysis, and clinical correlation analysis of ENO1−related genes using the GSE10846 dataset. Subsequently, a clinical prognostic model based on 11 ERGs was constructed through Cox regression, LASSO regression, and Kaplan-Meier analysis. The predictive accuracy of this model was externally validated in the GSE87371 and GSE181063 cohorts, with evaluations covering survival outcome, clinical feature correlation, prognostic stratification, tumor immune microenvironment, and drug sensitivity. Furthermore, cell−based assays were conducted to experimentally verify the model’s drug sensitivity predictions. Finally, the functional role of the key gene PABPC4 in DLBCL was validated through both cellular experiments and mouse models. A detailed description of the experimental procedures is provided below.

### 2.1 Identification of ENO1-related genes

#### 2.1.1 RNA sequencing and differential expression analysis

RNA-seq was performed as previously reported (8). Total RNA was isolated from Burkitt lymphoma Daudi cells and Daudi cells with ENO1 knockdown (shENO1) using TRIzol reagent (Invitrogen). RNA quality control was performed by assessing concentration (Qubit 2.0 Fluorometer, Life Technologies) and integrity (Bioanalyzer 2100, Agilent Technologies). Sequencing libraries were prepared and subjected to paired-end 150-bp sequencing on the Illumina NovaSeq platform (Novogene, China). Raw reads were processed using the DESeq2 pipeline to identify differentially expressed genes (DEGs). Genes with |log2 fold change| > 1 (2-fold change) and an FDR-adjusted p-value <0.05 were considered statistically significant. This analysis revealed 82 DEGs significantly altered upon ENO1 knockdown, which were selected for downstream functional investigation.

#### 2.1.2 RIP-seq analysis of ENO1-bound RNAs

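RNA immunoprecipitation sequencing (RIP-seq) isolates a protein with an antibody and sequences the RNA that comes down with it. The protein here was ENO1 (alpha-enolase, a glycolytic enzyme), and the cells were Daudi, an established human Burkitt lymphoma B-cell line. The deposited series comprised 4 libraries, namely ENO1 immunoprecipitates (ENO1 IP) and inputs with 2 replicates each, and 1 peak list was analysed for each ENO1 IP replicate. The sample labels and the methods of the article differ on 3 points. The labels give unmodified Daudi cells for all 4 libraries, crosslinking with formaldehyde, lysis in RIPA buffer and input as the control. The methods give Daudi cells and Daudi cells overexpressing ENO1-Flag, native lysis and IgG as the control. The replicates were taken as Daudi ENO1 IP, following the sample labels, since the methods do not give the cells of each replicate, and neither source states whether they came from separate cultures. The submitters' processing notes name bcl2fastq, TopHat2 and the GRCh38 build, and the program that called these lists is not given in the sources used here.
Each list gave every peak's position, strand, number of sequence tags, maximum height in tags, share in each transcript region and Ensembl gene ID. The list of replicate 1 held 14298 peaks on 6572 gene IDs, with 95292 tags in the peaks. The list of replicate 2 held 15159 peaks on 7195 gene IDs, with 86626 tags. These tags are only those within listed peaks, so the depth of the libraries is unknown. The median peak had 4 tags in both replicates and no peak had fewer than 3. Peaks with 4 or fewer tags made up 54.3% of the list of replicate 1 and 64.9% of that of replicate 2. The median length was 166 bases in replicate 1 and 191 bases in replicate 2. The lists held no column for fold enrichment or p-value, so the thresholds of the article could not be applied and every listed peak was used. Peaks were ranked by height, the authors' own value per peak, within each list. Gene names were taken from the position of the peaks on the RefSeq genes of the same build, which named 8469 of the 9956 gene IDs (85.1%). Peaks of the replicates were counted as shared when they overlapped by at least 1 base on the same strand. Confidence intervals on shares of peaks are exact binomial intervals at the 95% level and cover counting error only.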

To identify ENO1-associated RNAs, we performed RNA immunoprecipitation sequencing (RIP-seq) in Burkitt lymphoma Daudi cells and Daudi cells stably overexpressing ENO1-Flag (Daudi-ENO1-Flag OE). Cells were lysed under native conditions, and ENO1-RNA complexes were immunoprecipitated using an anti-ENO1 antibody (Abcam, #ab227978). Parallel immunoprecipitation with anti-IgG antibody (Abcam, #ab172730) served as the negative control.

Immunoprecipitated RNAs were isolated, and cDNA libraries were prepared for 150 bp paired-end sequencing on an Illumina HiSeq X Ten platform (AB Life, China). To ensure robust peak identification, we employed three independent analytical methods: Piranha (16) (for peak calling based on read density), CIMS (17) (Crosslink-Induced Mutation Site analysis for precise binding site mapping), and ABLife’s proprietary peak-calling algorithm. Only RNA targets consistently identified by all three methods (n=32) with ≥2-fold enrichment and FDR-adjusted p-value <0.05 were considered high-confidence ENO1-binding partners and selected for downstream analysis.

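Genes were ranked only among gene IDs that could be named by position. Among named protein-coding genes, the strongest peaks present in both ENO1 IP replicates lay on MKNK2. This gene encodes a kinase of the translation initiation factor eIF4E. It had 5 peaks in replicate 1, with 3 on the strand of the gene, and 3 in replicate 2, with 1 on that strand. Its highest peak lay in the 5′ UTR on chromosome 19, from 2051095 to 2051233 with a height of 52 tags in replicate 1 and from 2050973 to 2051226 with a height of 56 tags in replicate 2. CBFA2T3, which encodes a transcriptional corepressor, followed with an intronic peak on chromosome 16 of height 42 in replicate 1 and 35 in replicate 2. The 5′ UTR of PCBP1, which encodes a poly(C)-binding protein, carried a peak of height 38 in replicate 1 and 29 in replicate 2. H1-10, a linker histone gene, had a 5′ UTR peak of height 45 and 28, respectively. EGR1, an immediate early transcription factor gene, had a 5′ UTR peak of height 34 and 25. The other members of the 10 named genes ranked highest in both replicates were RNA45SN3, SEPTIN5, OAZ1, ZMYND19 and DPP7. In 9 of these 10 genes peaks of the replicates overlapped, and in SEPTIN5 they did not.
A peak was present in both replicates for 3811 gene IDs, which was 58.0% of the gene IDs of replicate 1 and 53.0% of those of replicate 2. Of these, 3301 were named protein-coding genes, where 1528 would be shared by independent lists of the same sizes among 20050 protein-coding genes (odds ratio 8.14, two-sided Fisher's exact test, p below 1e-300). The genes expressed in Daudi cells are not known from the lists, so this excess may also include shared expression, which was not tested. Gene length was not taken into account and no control list was analysed. Protein-coding genes of unnamed IDs counted as having no peak. Peaks of the replicates overlapped on 1455 of the gene IDs.
By position, 1983 of the 14298 peaks of replicate 1 overlapped a peak of replicate 2 (13.9%, 95% CI 13.3 to 14.4%), and 1972 of the 15159 peaks of replicate 2 overlapped one of replicate 1 (13.0%, 95% CI 12.5 to 13.6%). The share was 25.2% in replicate 1 and 30.6% in replicate 2 for peaks in 5′ UTRs, and 6.97% and 3.80% for intergenic peaks. In named genes 1648 of 10403 peaks of replicate 2 were shared, against a mean of 183 (range 148 to 219) when each peak was placed at random within its gene (permutation test of positions, one-sided p = 0.001, the smallest that 1000 placements can give). This placement was even along the gene and did not keep the preference of the peaks for 5′ ends. With a placement that kept it, added after the data were seen, the mean was 426 (range 373 to 477), and the observed number was 3.87 times that mean instead of 8.99 times. Neither placement modelled exons. Of the peaks of replicate 2 in named genes, 84.2% were not shared. With only peaks of at least 8 tags, a choice made after the data were seen, 904 gene IDs had a peak in both replicates.

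**Figure D1:**
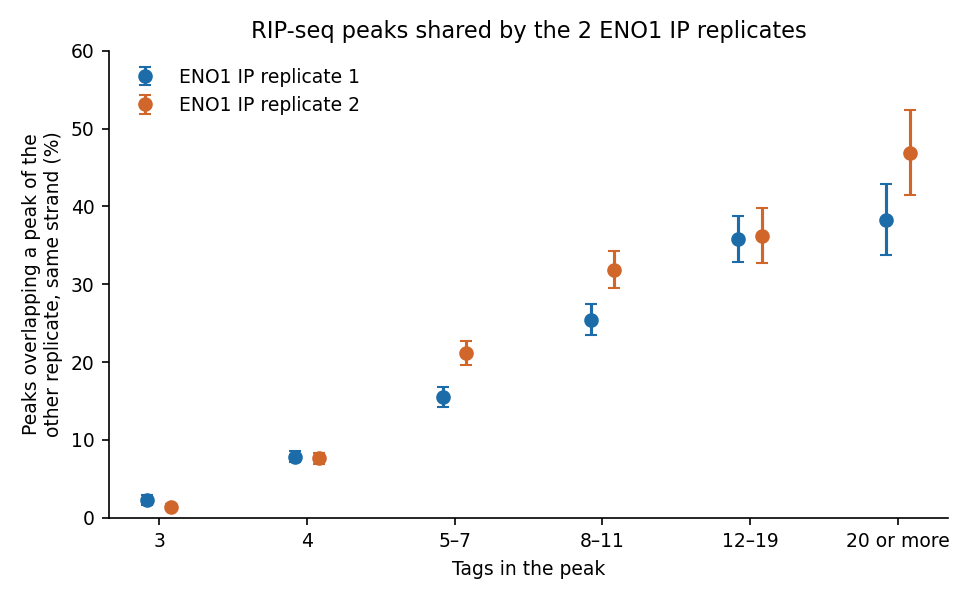
Percentage of RIP-seq peaks (y axis) that overlap a peak of the other ENO1 IP replicate on the same strand, by the number of tags in the peak (x axis). Points are replicates and bars are exact 95% confidence intervals; the share is 2.24% in replicate 1 and 1.34% in replicate 2 at 3 tags, and 38.3% and 46.9% at 20 or more tags.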

#### 2.1.3 Protein-protein interaction mass spectrometry analysis

To identify ENO1-interacting proteins, we performed immunoprecipitation coupled with mass spectrometry (IP-MS) in Burkitt lymphoma Raji cells. Cell lysates were pre-cleared with Protein A/G beads and subsequently immunoprecipitated overnight at 4°C using an anti-ENO1 antibody (Abcam, #ab227978), with anti-IgG antibody (Abcam, #ab172730) serving as the negative control. Immune complexes were rigorously washed with low-salt buffer (50 mM Tris-HCl pH 7.4, 150 mM NaCl, 0.1% NP-40) and high-salt buffer (50 mM Tris-HCl pH 7.4, 500 mM NaCl, 0.1% NP-40) (each wash repeated five times to minimize non-specific binding). Bound proteins were eluted and digested with trypsin (Promega) for LC-MS/MS analysis (performed by Novogene, China). MS data were processed using MaxQuant and searched against the UniProt human protein database. High-confidence ENO1-interacting proteins were defined as those showing≥4-fold enrichment (log2FC≥2) in ENO1-IP versus IgG control with an FDR-adjusted p-value<0.05, identifying 345 candidates for subsequent validation and functional studies.

In total, 459 genes were identified as ERGs.

### 2.2 Functional enrichment analysis

GO (Gene Ontology) and KEGG (Kyoto Encyclopedia of Genes and Genomes) enrichment analyses were performed with the “clusterProfiler R” package (18).

### 2.3 Data collection

RNA-seq data and clinical information were obtained from GEO (https://www.ncbi.nlm.nih.gov/geo/). The training set comprised 412 DLBCL samples (GSE10846), while validation used 1,144 (GSE181063) and 221 samples (GSE87371). Gene expression data and corresponding clinical data from each dataset were retrieved using Bioconductor packages (19). Ethical approval for public database use was granted by Dalian Medical University’s ethics committee.

### 2.4 Consensus clustering analysis of ERGs

Patients with DLBCL from the GSE10846 cohort were clustered into distinct subtypes via the “ConsensusClusterPlus” package (20) in R software according to the expression of ERGs. OS (overall survival) analysis was performed via KM (Kaplan-Meier) curves in the different clusters. The clinical features of the different clusters were analyzed and are shown in the form of heatmaps.

### 2.5 Construction and validation of the ERG scoring model

Prognostic ERGs were identified using univariate Cox regression (“survival” package) (21) and LASSO analysis (“glmnet” package) (22) in GSE10846. An 11-gene risk signature was derived via multivariate Cox regression, with scores calculated as: ERG score = ∑ (Expi × coefi) (Expi = gene expression; coefi = coefficient). Patients were stratified into low-/high-risk groups by median score.

Next, principal component analysis (PCA) was performed to validate the reliability of clustering on the basis of the ERG score via the “stats” package of R. OS analysis on the basis of the KM curve was performed in different risk groups. Time-dependent receiver operating characteristic (ROC) curve analysis was conducted via the “Time ROC” package (23) in R to assess the accuracy and reliability of the ERG scoring signature.

### 2.6 Clinical correlations and independent prognostic value of the ERG risk score

Clinical feature differences between risk groups were analyzed using Wilcoxon and chi-square tests (GSE10846 dataset). Univariate/multivariate Cox analyses assessed the ERG score’s independent prognostic value. To explore the interrelationship of the different variables, a nomogram was generated via the “rms” package of R.

### 2.7 Immune landscape analysis

The infiltrating immune cell compositions were calculated via CIBERSORT (24) and xCell (25) and compared between the high- and low-risk groups in the GSE10846 dataset. The immune score, stromal score and estimate score were calculated via the ESTIMATE algorithm. The microenvironment score was calculated via xCell.

### 2.8 Evaluation of drug sensitivity

The R package “oncoPredict” (26) was used to predict the half-maximal inhibitory concentration (IC_50_) of chemotherapeutic drugs on the basis of the Genomics of Drug Sensitivity in Cancer (GDSC). The estimated results were compared between the high-risk and low-risk groups.

### 2.9 Quantitative real-time polymerase chain reaction and ERG risk scores for DLBCL cell lines

Total RNA was extracted using TRIzol and reverse transcribed to cDNA. Gene expression levels in 6 DLBCL cell lines were quantified by qRT-PCR (SYBR^®^ Green Premix, Accurate Biotechnology) using the 2^−ΔCt^ method. ERG risk scores were calculated as: ERG score = ∑ (Expi × coefi). Primer sequences are provided in **Supplementary Materials**.

### 2.10 Cell proliferation assay

The cells were seeded in 96-well plates at a density of 5,000 cells/well in complete medium. After incubation with drugs at different concentrations for 48 h, CCK8 reagent was added to each well, and the cells were incubated in a cell incubator for 2 h. The absorbance was measured at 450 nm via a microplate reader (Ex800; Biotek).

### 2.11 Stable cell line construction

sgRNAs were inserted into the LentiCRISPRv2 plasmid according to the manufacturer’s instructions. Lentivirus packaging was performed as previously reported (8). The cells were subsequently transfected with lentivirus. Polybrene was used to increase transduction efficiency. Stable cell lines were obtained via puromycin selection.

The sequences of the sgRNAs are listed below.

sgPABPC4-1: 5’- caccGCAGCCACTCGTTGCATATAC-3’

sgPABPC4-2: 5’- caccGCAACCAGTATATGCAACGAG-3’

### 2.12 Colony formation assay

Cells were seeded into 24-well plates with 1,000 cells per well and cultured in complete medium supplemented with 1.3% methylcellulose (Sigma). The colonies were photographed via a microscope (Olympus) after 10 days.

### 2.13 *In vivo* experiments

The *in vivo* study procedures were conducted in accordance with the guidelines of the Institutional Animal Care and Use Committee and approved by the Institutional Ethics Committee of Dalian Medical University (Approval number: AEE20061). We have adhered to ARRIVE guidelines and upload a completed checklist.

Female BALB/c nude mice (aged 4–5 weeks; weight, 14–17 g) were purchased from GemPharmatech Co., Ltd. (Nanjing, China) and housed in a specific pathogen-free (SPF) facility under controlled conditions in Dalian Medical University. Mice were randomly allocated using stratified randomization based on body weight. To assess the impact of PABPC4 on the proliferation of tumor cells *in vivo*, we employed the method of subcutaneous tumorigenesis. Pilot studies indicated a 50% tumor formation rate for SU-DHL4 cells in BALB/c nude mice. To ensure statistical power with anticipated attrition, we established xenografts in 10 mice per group (allowing detection of ≥2-fold differences with 80% power at α=0.05, based on two-tailed t-test assumptions). Control SU-DHL4 cells (1×10^7^ in 100 μL Matrigel) were subcutaneously injected into the right anterior flank, while SU-DHL4-sgPABPC4 cells (1×10^7^ in 100 μL Matrigel) were similarly implanted in the contralateral hind limb. Tumor cell injections were performed by a researcher blinded to group identity using coded syringes. The body weights of the mice were measured every other day. Animals failing to develop palpable tumors by Day 20 were excluded from efficacy analysis. Once tumor formation was observed, the size of the tumors was monitored daily. When the tumors reached a size of 20 mm, the mice were euthanized by intraperitoneal injection of pentobarbital sodium (100 mg/kg; Sigma-Aldrich), in accordance with the AVMA Guidelines for Euthanasia (2020). The tumors were then excised, weighed, and then subjected to immunohistochemistry.

### 2.14 Statistical analysis

Statistical analyses used R 4.3.1. Group comparisons employed Wilcoxon or Kruskal-Wallis tests. Cox regression assessed ERG score’s prognostic value. Error bars show SD; significance levels: *p<0.05, **p<0.01, ***p<0.001.

## 3 Results

### 3.1 Identification of ERGs and functional enrichment analysis

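Of the 3 data types behind the ERGs, the RIP-seq peak lists were analysed here by gene group, and the RNA-seq and mass spectrometry data were not analysed here. Most ERGs of the paper came from mass spectrometry of proteins found with ENO1. The groups below count genes with listed RIP-seq peaks, so they do not test the paper's enrichment of ERGs. Of 62 genes of the spliceosome and splicing factors, 27 had a peak in both ENO1 IP replicates (43.5%, 95% CI 31.0 to 56.7%). They included PTBP1, a splicing repressor, with heights of 16 in replicate 1 and 18 in replicate 2, and SRRM2, a component of nuclear speckles, with a height of 16 in each. Of 39 translation initiation and elongation factors, 16 had a peak in both (41.0%, 95% CI 25.6 to 57.9%). These included EIF5 with heights of 11 and 14, and PABPC4, a poly(A)-binding protein gene, whose highest peak was antisense in replicate 1 (height 12) and in the 5′ UTR in replicate 2 (height 11). The Integrator complex, which processes small nuclear RNAs, had 6 of 15 members with a peak in both, led by INTS1. The exon junction complex and mRNA surveillance group had 7 of 20, including the helicase gene UPF1 with heights of 20 and 7. Glycolysis also had 7 of 20, including PFKL with heights of 14 and 13 and TPI1 with heights of 9 and 22. Cytosolic ribosomal proteins had 13 of 78 (16.7%, 95% CI 9.18 to 26.8%). Among all 20050 protein-coding genes of RefSeq the share was 16.5%. These include genes without any peak. Among the 8469 named genes with a peak in at least 1 replicate the share was 40.5%, and for splicing factors with such a peak it was 27 of 54. These counts take peaks anywhere in the gene. The heights are those of the highest peak of the gene in each replicate, which can lie at different places. For UPF1 it lay in the 5′ UTR in replicate 1 and in the coding sequence in replicate 2. Overlapping peaks of the replicates were present in 8 of 62 splicing factors (12.9%, 95% CI 5.74 to 23.9%), 7 of 39 translation factors, 3 of 15 Integrator members, 3 of 20 genes of mRNA surveillance, 5 of 20 glycolysis genes (25.0%, 95% CI 8.66 to 49.1%), 8 of 78 ribosomal protein genes and 6.32% of protein-coding genes, so the order of the groups depends on this definition.
Of the 39 prognostic genes of Figure 2A, 15 had a peak in both replicates. The highest were on INTS1, on ARID3A (3′ UTR, heights of 21 and 15) and on E2F1, whose intronic peak spanned 33685255 to 33685465 of chromosome 20 in replicate 1 and 33685252 to 33685476 in replicate 2. A further 8 had a peak in 1 replicate, 4 were overlapped only by peaks that could not be assigned to them by name, and 12 had no listed peak. ENO1 itself had 1 peak, in the coding sequence in replicate 2 (8 tags). No listed peak lay on YAP1 or on ACO1, the gene of IRP1. The paper names both mRNAs as bound by ENO1 in earlier studies of liver cancer. Expression of these genes in Daudi cells is not known from the lists, so the missing peaks do not test those studies.
Each of 19 gene groups, without the prognostic genes, was compared with the 8469 named genes that had a peak in at least 1 replicate (two-sided Fisher's exact test, Benjamini-Hochberg adjustment over the groups). None passed, 0 had an unadjusted p under 0.05, and the lowest adjusted p by this exact test was 0.52. With the other groups as observed, 10 of the 19 groups, including the signature genes, had too few genes with a peak to pass whatever their result, so the test decides nothing for them. Against all protein-coding genes as background, which does not take account of expression, splicing factors (odds ratio 3.94, adjusted p = 8.63e-06) and translation factors (odds ratio 3.54, adjusted p = 0.00221) were over-represented by Fisher's exact test, and histone genes were under-represented (1 of 53, adjusted p = 0.00833).

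**Figure D2:**
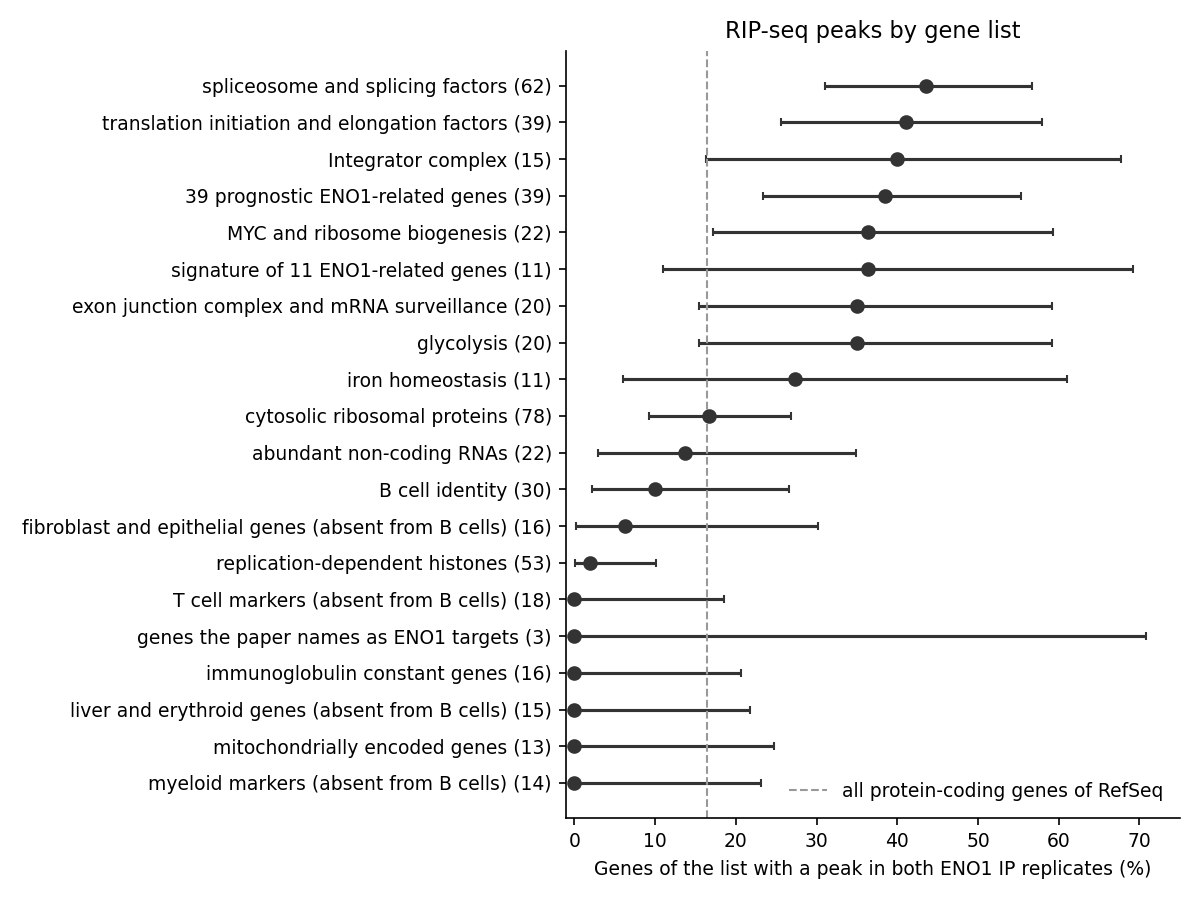
Percentage of the genes of each group (x axis) with a RIP-seq peak in both ENO1 IP replicates, with the number of genes in parentheses. Points are shares and bars exact 95% confidence intervals. The dashed line is the share among all protein-coding genes of RefSeq (16.5%), which include genes without any peak. Among named genes with a peak in at least 1 replicate the share was 40.5%, and no group passed the test against those genes. The share of splicing factors is 43.5% with peaks anywhere in the gene and 12.9% with overlapping peaks.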

Integrated analysis of transcriptomic, RIP-seq, and PPI-MS data identified 459 ERGs (**Figure 1A**). GO/KEGG analyses revealed enrichment in RNA splicing, translation initiation, and mRNA metabolic processes (**Supplementary Figures 2A, B**), suggesting ERGs’ role in RNA processing and protein synthesis.

**Figure 1:**
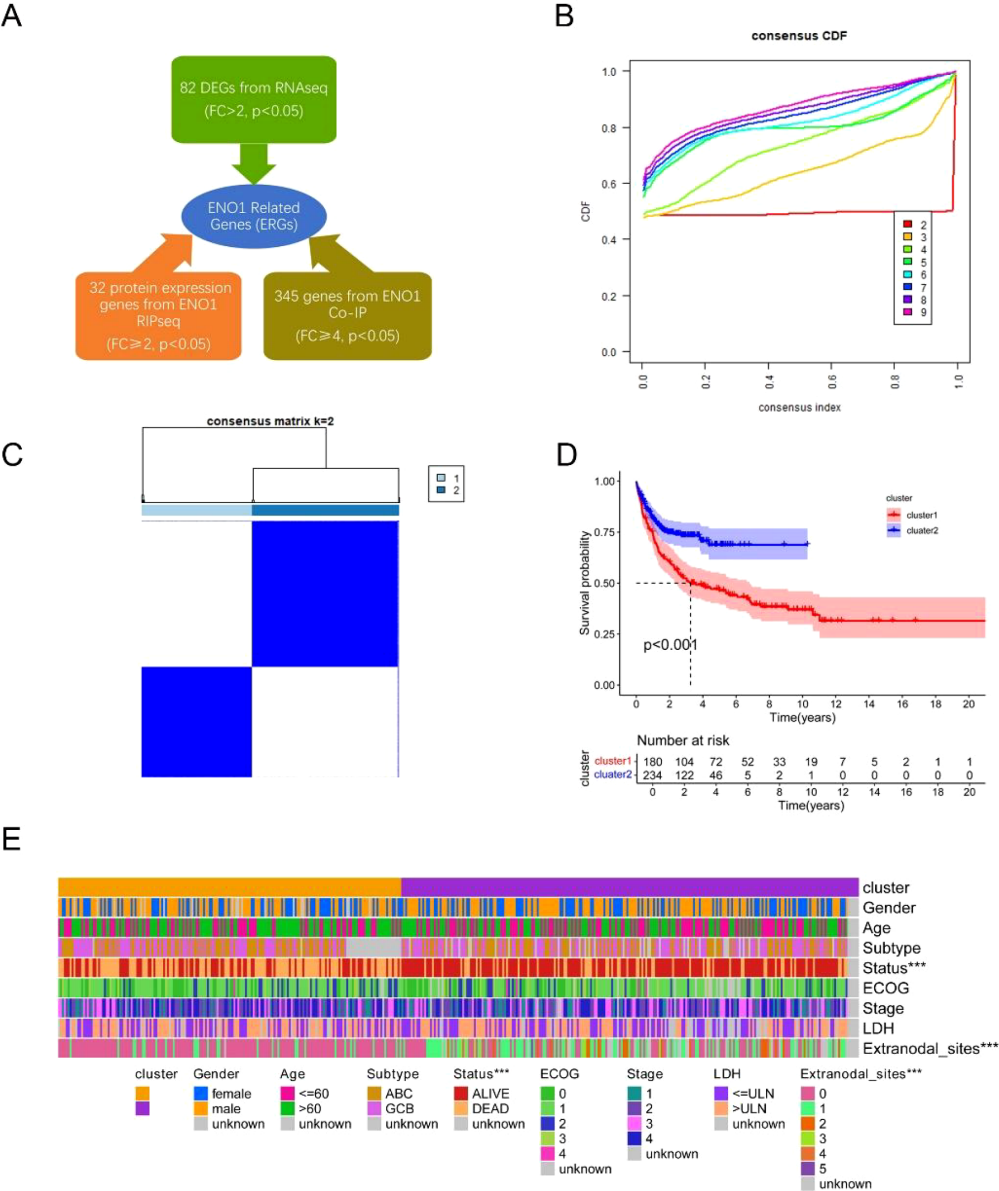
Identification of ENO1-related genes (ERGs) and consensus clustering analysis of identified ERGs in the GSE10846 dataset. **(A)** Differentially expressed genes between the Daudi and Daudi-shENO1 groups, protein expression genes from ENO1 RIPseq, and ENO1-interacting protein genes from Co-IP were selected as ERGs. **(B)** Consensus matrix heatmap defining two clusters (k = 2). **(C)** Consensus clustering cumulative distribution function (CDF) with k values ranging from 2–9 in the GSE10846 dataset. **(D)** KM curve for the two clusters. **(E)** Differences in clinical characteristics between the two distinct clusters.

### 3.2 Molecular clustering of the ERGs in DLBCL

Given the low incidence rate of Burkitt lymphoma (BL) (27), which poses challenges for building clinical prediction models requiring large sample sizes, and considering that DLBCL shares key clinical features with BL—such as high proliferative and invasive characteristics—while exhibiting a higher prevalence (28), we selected DLBCL for molecular clustering analysis based on ERG expression.

We performed a consensus clustering analysis of the GSE10846 dataset to investigate the relationship between the expression of 459 ERGs and the prognosis of patients with DLBCL. The optimal number of clusters (k = 2) was determined from the CDF curve (**Figure 1B**). The 414 patients with DLBCL could be divided into two clusters (Cluster 1: n=180; Cluster 2: n=234) according to the expression of ERGs (**Figure 1C**). Survival analysis revealed that Cluster 1 was significantly correlated with worse OS than was Cluster 2 (**Figure 1D**). We subsequently compared the clinical features between the two clusters. The heatmap revealed that Cluster 2 was significantly correlated with the number of extranodal sites (**Figure 1E**).

### 3.3 Construction of a prognostic ERG scoring model

To obtain a more applicable and reliable classifier to predict the prognosis of patients with DLBCL, univariate Cox regression was used, and 39 prognosis-related genes (p<0.001) were identified (**Figure 2A**). GO and KEGG enrichment analyses revealed that these genes were closely related to RNA splicing, the spliceosomal complex, the exon–exon junction complex, ATP hydrolysis activity, and helicase activity (**Supplementary Figures 2C, D**). LASSO/multivariate Cox analyses yielded an 11-gene signature: protective genes (CHERP, SYNE2, INTS1, FAP, MMP9; HR<1) and risk genes (LRP5, RBM8A, PRMT5, SLC25A6, PABPC4, PSTPIP2; HR>1) (**Figures 2B–E**, **Supplementary Figure 3**).

**Figure 2:**
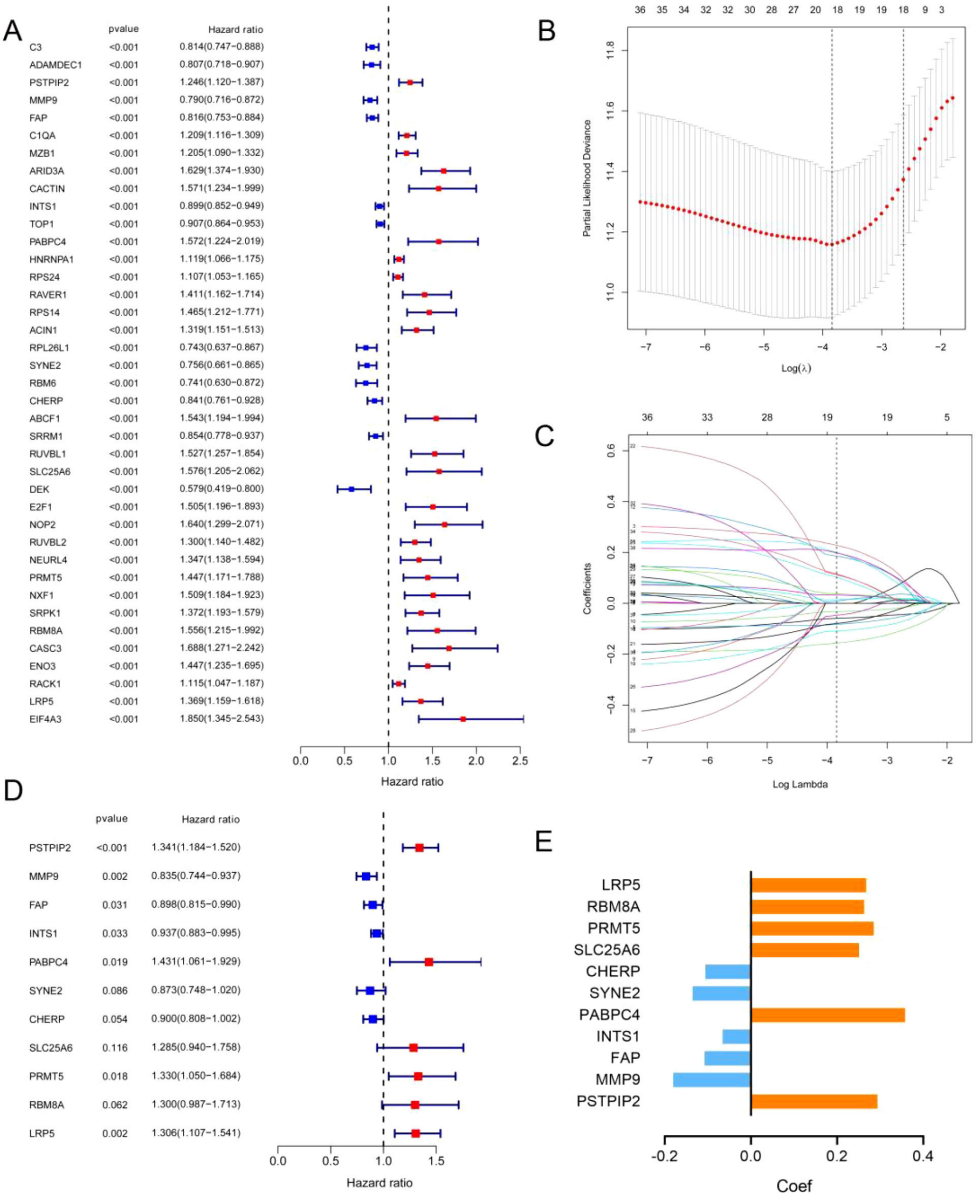
Identification of prognostic ERGs in the GSE10846 dataset. **(A)** P values and hazard ratios of 39 ERGs related to DLBCL prognosis according to univariate Cox regression analysis. **(B)** Selection of the optimal parameter (lambda) in the LASSO model. **(C)** LASSO coefficient profiles of 39 ERGs from univariate Cox regression analysis. **(D)** P values and hazard ratios of the 11 retained candidate genes according to multivariate Cox regression analysis. **(E)** Multivariate Cox coefficient of the 11 candidate genes for ERG scoring model construction.

Among the 11 ERG genes, PSTPIP2, MMP9, and FAP were identified from RNA-seq as transcriptionally regulated by ENO1, showing significant downregulation upon shENO1 (logFC = -1.5, -1.6, -1.2; all *p* < 0.05 vs. controls); RIP-seq confirmed direct binding of ENO1 protein to INTS1 mRNA (5-fold enrichment vs. IgG, *p* < 0.05); and PPI-MS revealed ENO1-centric protein complexes, including strong binding to PABPC4 (6.8-fold vs. IgG, *p* < 0.001) and exclusive interactions with CHERP, SYNE2, LRP5, RBM8A, PRMT5, and SLC25A6 (undetected in IgG controls; **Supplementary Table 1**).

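INTS1 (ENSG00000164880.15), which encodes a subunit of the Integrator complex, lies on the minus strand of chromosome 7 of GRCh38 from 1470277 to 1504389 in RefSeq. It had 11 sense peaks in ENO1 IP replicate 1, with 10 to 32 tags each, and 6 sense peaks in replicate 2, with 11 to 33 tags each. Among named genes with a sense peak, 18 of 5137 in replicate 1 and 65 of 5134 in replicate 2 had at least as many sense peaks, INTS1 included. The position shown in Supplementary Table 1 was read from a picture to the nearest kb. The sense peak with the nearest midpoint was in replicate 1, from 1502934 to 1503125, and was taken as the peak shown. It lay in the coding sequence, was 192 bases long and had 14 tags and a height of 14. No peak of replicate 2 overlapped it, and the nearest sense peak of that replicate lay 777 bases away. Another coding peak of replicate 1 lay close by, from 1503174 to 1503191 (11 tags), and no peak of replicate 2 overlapped that one either.
The replicates shared sense peaks at the 5′ end of the gene. A coding peak from 1503902 to 1504010 in replicate 1 (17 tags) overlapped one from 1503902 to 1504001 in replicate 2 (14 tags). A 5′ UTR peak from 1504322 to 1504366 in replicate 1 (16 tags) overlapped a peak from 1504041 to 1504445 in replicate 2 (20 tags), assigned mostly to the intron. The highest INTS1 peak of replicate 2 lay in the coding sequence from 1479429 to 1479679 (33 tags, height 23) and had no counterpart in replicate 1. At the 5′ end 2 antisense peaks were also listed in each replicate, with 5 to 6 tags. They overlapped the shared sense peaks of the same list, so both shared sites had peaks on both strands. Of all antisense peaks, 11.5% in replicate 1 and 4.77% in replicate 2 overlapped a peak on the other strand. The lists give no value for a control, so the enrichment over IgG was not computed and no test was possible. From the RIP-seq result, the paper concludes that ENO1 protein binds INTS1 mRNA directly, and among its limitations it leaves open whether the relations of the model genes with ENO1 are direct or indirect.

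**Figure D3:**
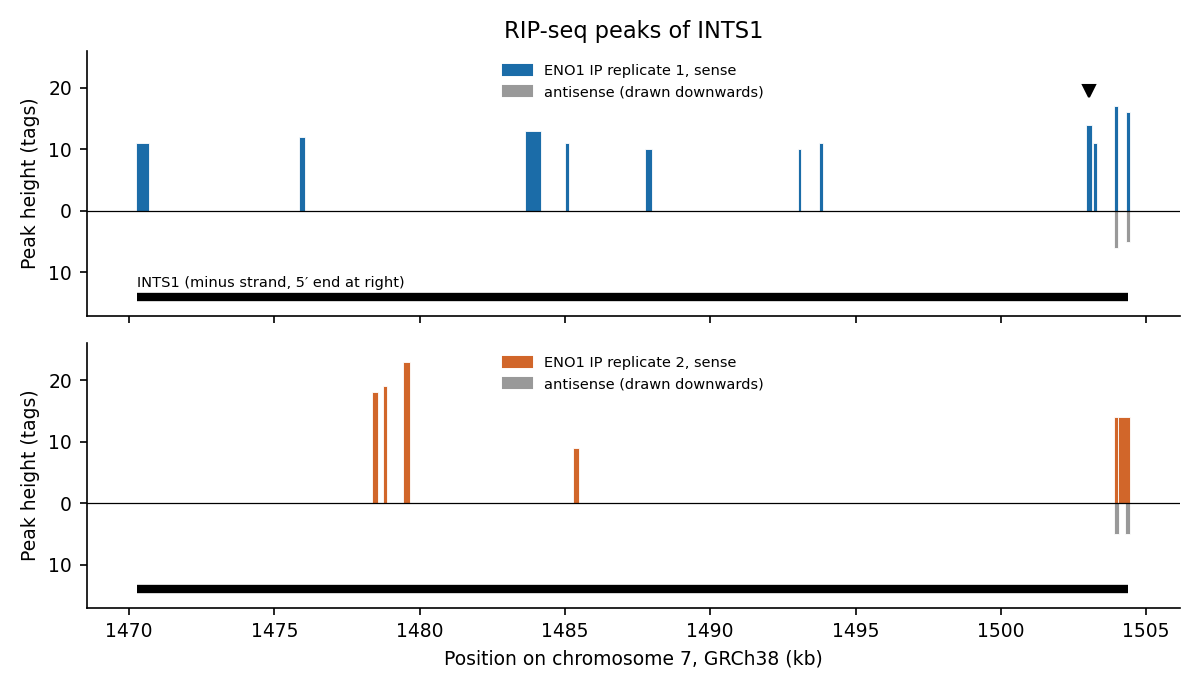
RIP-seq peaks of INTS1 along chromosome 7 (x axis, GRCh38, kb) with their height in tags (y axis) in ENO1 IP replicate 1 (upper panel) and replicate 2 (lower panel). Sense peaks point upwards and antisense peaks, in grey, downwards. The shortest peaks are widened to be visible, and the black bar is the gene. The triangle marks the peak taken as that of Supplementary Table 1, which replicate 2 lacks.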

Network analysis (GeneMANIA, https://genemania.org; **Supplementary Figure 4**) demonstrated significant co-expression and genetic interactions among these genes, with functional annotation implicating mRNA splicing, RNA 3’-end processing, and coagulation pathways. Strikingly, subgroup enrichment analysis (DAVID, https://davidbioinformatics.nih.gov/summary.jsp; **Supplementary Table 2**) revealed mechanistic convergence. The RNA-binding module (ENO1, RBM8A, PABPC4, CHERP) was enriched in RNA stability/degradation and mRNA surveillance pathways (post-transcriptional regulation). And the protease module (FAP, MMP9) participated in endopeptidase activity, linking to extracellular matrix remodeling and metastasis. These data collectively validate the 11 ERGs as functionally coordinated partners of ENO1 in DLBCL pathogenesis.

Next, the risk score of each DLBCL patient in GSE10846 was calculated using the gene expression level and the estimated coefficient according to the formula mentioned in the methods section. Patients were then divided into high-risk and low-risk groups according to the median risk score (**Supplementary Figure 5A**). The scatter plot revealed a greater mortality rate in the high-risk group than in the low-risk group (**Figure 3A**). DLBCL patients were well separated into two clusters after PCA (**Figure 3B**). The KM curve further indicated a worse clinical outcome in the high-risk group (**Figure 3C**). Finally, we evaluated the model via time-dependent ROC analysis. The areas under the curve (AUCs) for 1-, 3-, and 5-year OS were 0.753, 0.777, and 0.772, respectively (**Figure 3D**). These results indicated good prediction performance of the ERG scoring model in DLBCL patients.

**Figure 3:**
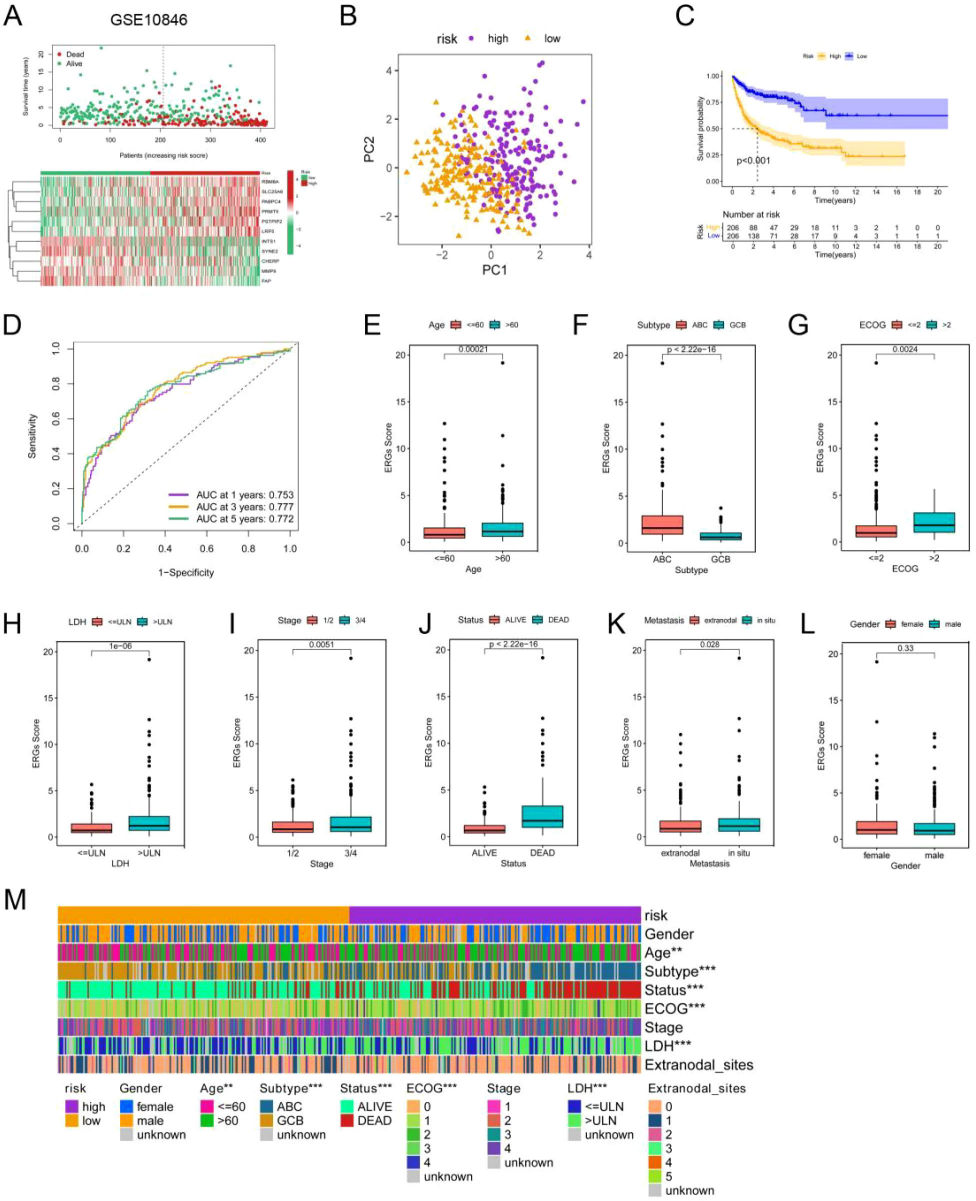
Construction and validation of the ERG scoring model and correlations between the ERG score and clinical features in the GSE10864 dataset. **(A)** Distribution of the survival status and ERG expression in DLBCL patients in the GSE10864 cohorts. **(B)** PCA of the DLBCL patients in the GSE10864 cohorts on the basis of the ERG score. **(C)** KM analyses of the ERG scores in theGSE10864 cohorts. **(D)** Time-dependent ROC curves of the ERG scores in the GSE10864 cohorts. Correlations of the ERG score with age **(E)**, subtype **(F)**, ECOG score **(G)**, LDH level **(H)**, clinical stage **(I)**, patient status **(J)**, extranodal infiltration **(K)**, and gender **(L)**. **(M)** Heatmap showing the differences in clinical characteristics between the two risk clusters. *p< 0.05; **p< 0.01; ***p< 0.001.

### 3.4 Validation of the ERG scoring model

To evaluate the predictive performance of the ERG scoring model, datasets GSE181063 and GSE87371 were used as validation sets. Each patient in the datasets was calculated for risk score via the formula obtained previously and then divided into high-risk and low-risk groups on the basis of the median score, with red representing the high-risk group and green representing the low-risk group (**Supplementary Figures 5B, C**). The high-risk group had a higher mortality rate (**Supplementary Figures 5D, E**). Similarly, the PCA results revealed that the high-risk and low-risk groups were distinctly separated into two clusters (**Supplementary Figures 5F, G**), with the high-risk group having a poorer prognosis (**Supplementary Figures 5H, I**). Finally, the area under the curve (AUC) for the GSE181063 dataset at 1, 3, and 5 years was 0.626, 0.612, and 0.603, respectively; for the GSE87371 dataset, the AUCs at 1, 3, and 5 years were 0.661, 0.679, and 0.714, respectively (**Supplementary Figures 5J, K**). These results indicated that the ERG scoring model had excellent performance in predicting the prognosis of DLBCL patients.

### 3.5 Analysis of the correlations between ERG scores and clinical features

Next, we analyzed the correlation between the ERG score and the clinicopathological characteristics of DLBCL patients in the GSE10846 dataset. We observed that ERG risk scores were higher in patients over the age of 60, patients with the ABC subtype, patients with an Eastern Cooperative Oncology Group (ECOG) score greater than 2, and patients with serum LDH concentrations above the normal value. Additionally, the ERG risk score was significantly associated with clinical stage and metastasis status, but it was not significantly related to sex (**Figures 3E–M**). These results were also validated in the GSE181063 and GSE87371 datasets (**Supplementary Figures 6, 7**).

To further assess whether the ERG scoring model is an independent prognostic factor for predicting OS in DLBCL patients, we conducted univariate and multivariate regression analyses in the GSE10846 dataset. The results of the univariate regression analysis revealed that the ERG score, age, subtype, Eastern Cooperative Oncology Group (ECOG) score, and LDH were significantly associated with the survival of DLBCL patients (**Supplementary Table 3**). The results of the multivariate regression analysis indicated that the ERG score is an independent prognostic factor for evaluating the OS of DLBCL patients, with HR = 1.17, 95% CI = 1.10–1.24, and p < 0.001 (**Figure 4A**). To further evaluate the clinical utility of the model, we constructed a prognostic nomogram based on the ERG score and clinical features (**Figure 4B**). The calibration curve results demonstrated that the model had good prognostic ability (**Figure 4C**).

**Figure 4:**
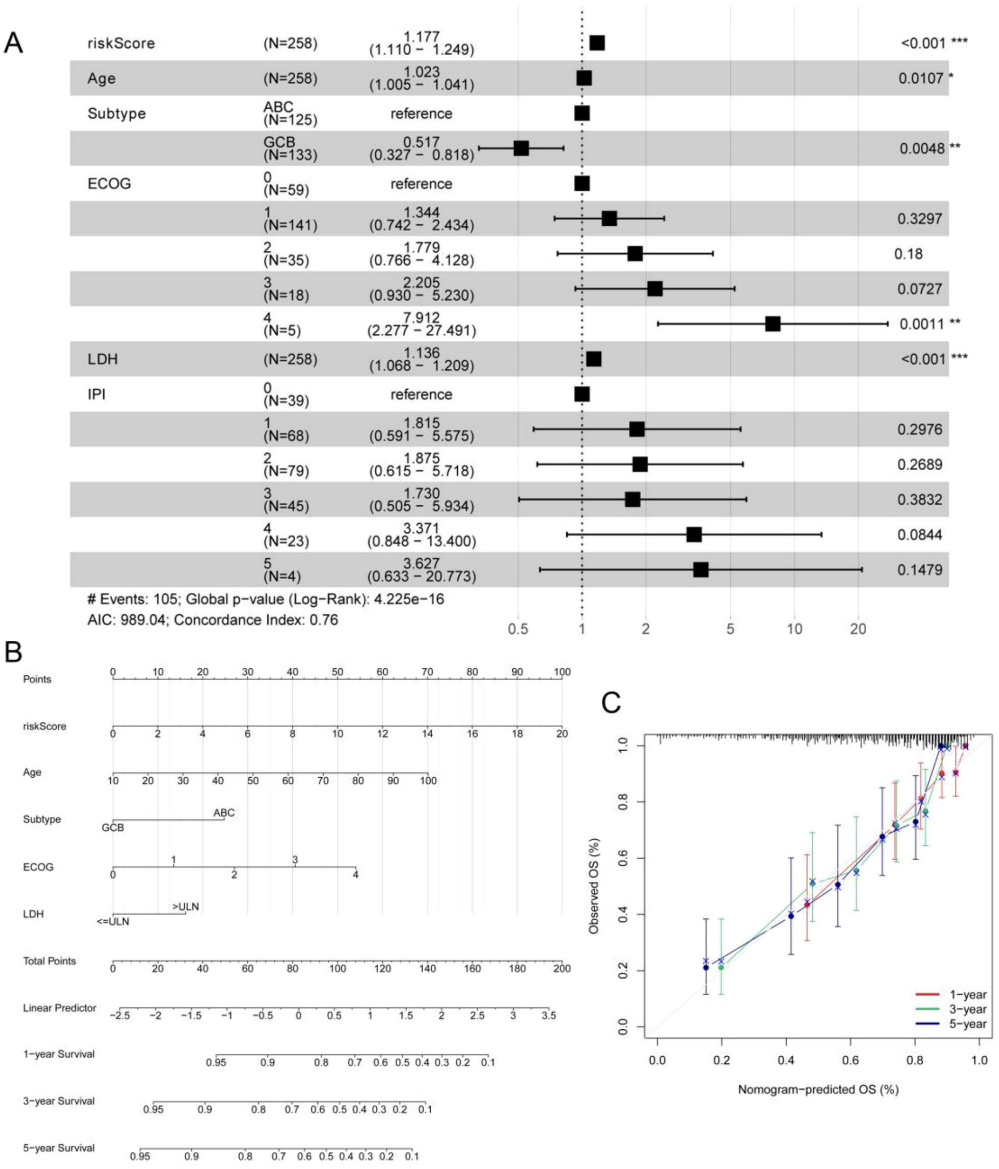
Multivariate Cox regression analysis and the nomogram based on the ERG score, IPI and clinical features in the GSE10846 cohort. **(A)** Multivariate Cox regression analysis of ERG score, IPI and clinical features in GSE10846 training cohort. **(B)** A nomogram for the prediction of the 1-, 3- and 5-year survival probabilities of DLBCL patients according to the ERG score, IPI and clinical factors. **(C)** Nomogram-predicted percentages and the observed probabilities of 1-, 3- and 5-year survival. *p< 0.05; **p< 0.01; ***p< 0.001.

### 3.6 Correlation between the ERG risk score and the immune landscape

We next investigated the potential correlation between the ERG score and the immune landscape of DLBCL. Analysis using the CIBERSORT algorithm revealed a distinct immune profile in the high-risk group, characterized by significantly reduced levels of gamma delta T cells and M0 macrophages, alongside significantly elevated levels of resting NK cells and M2 macrophages compared to the low-risk group (**Figure 5A**). This shift is biologically significant because gamma delta T cells are known for their potent innate anti-tumor activity, including direct cytotoxicity and cytokine production (29). Conversely, M2 macrophages are classically associated with promoting tumor progression by suppressing immune responses, facilitating angiogenesis, and supporting tissue remodeling in the tumor microenvironment (TME) (30). The observed decrease in potentially pro-inflammatory M0 macrophages and increase in immunosuppressive M2 macrophages further supports an immunosuppressive shift. The increase in resting NK cells (which typically have lower cytotoxic activity than activated NK cells) may also contribute to diminished immune surveillance.

**Figure 5:**
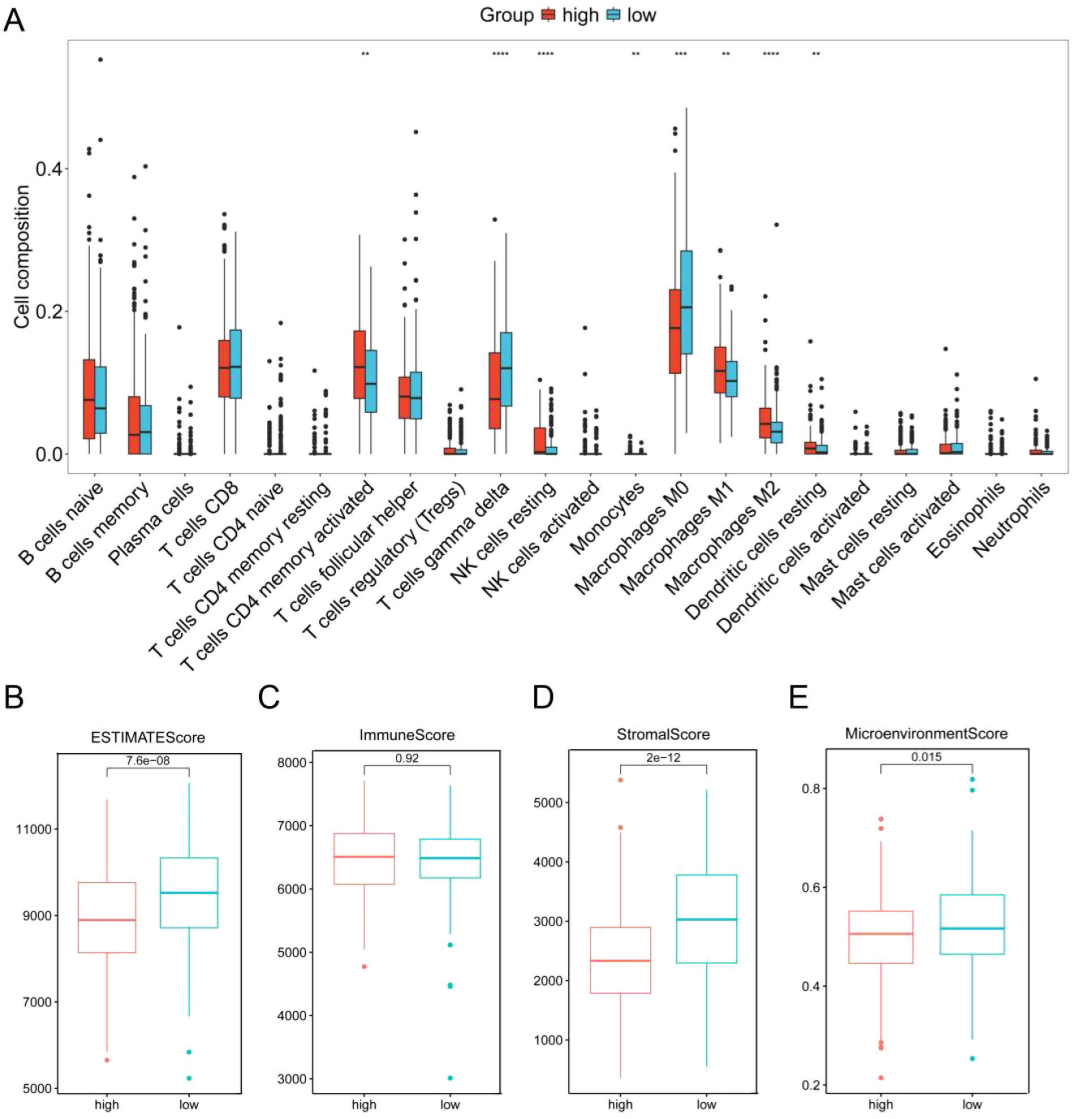
Correlation analysis of the ERG score with the immune landscape in GSE10846. **(A)** Proportion of 22 immune cells between the low-risk and high-risk groups according to CIBERSORT. ESTIMATE score **(B)**, stromal score **(C)**, immune score **(D)** and microenvironment score **(E)** between the high-score and low-score groups. **p< 0.01; ***p< 0.001; ****p< 0.0001.

Further supporting this interpretation, analysis via the xCell algorithm (**Supplementary Figure 8**) confirmed the significant decrease in CD8^+^ T cells and additionally revealed significant increases in activated dendritic cells (aDCs), memory B cells, NKT cells, and Th1 cells within the high-risk group. While the increase in Th1 cells and NKT cells might initially suggest enhanced anti-tumor immunity, the overall context is crucial. The significant loss of key cytotoxic effectors (gamma delta T cells, CD8^+^ T cells), coupled with the dominance of immunosuppressive M2 macrophages, suggests that any potential pro-inflammatory signals from Th1/NKT cells may be insufficient or actively suppressed within this TME. The role of increased aDCs and memory B cells in this specific high-risk context warrants further investigation but does not negate the strong immunosuppressive signals from the other observed changes.

Critically, the collective impact of these cellular alterations points towards an immunosuppressed TME in the high-risk group. This conclusion is further substantiated by results from the ESTIMATE algorithm. The high-risk group exhibited significantly lower ESTIMATE scores, stromal scores, and microenvironment scores compared to the low-risk group (**Figures 5B–E**). These lower scores strongly imply a reduction in the overall immune cell infiltration and stromal components within the TME of high-risk patients. This depletion of immune cells aligns with the observed decrease in key anti-tumor effectors and reinforces the notion of an immune-evasive microenvironment.

Further characterizing the immunosuppressive TME, we observed significant dysregulation of immune checkpoint molecules in the high-risk group (**Supplementary Figure 9A**). Critically, there was significant downregulation of genes associated with immune activation and co-stimulation, including B2M, CD28, CD40LG, ICOS, CD86, IL23A, and LDHA. The downregulation of these molecules likely impairs T cell activation, antigen presentation, and effector function (31–34). Conversely, genes associated with immune suppression or exhaustion were significantly upregulated, including LGALS9 [galectin-9, ligand for TIM-3 (35)], TNFSF9 [4-1BBL, complex role but often associated with exhaustion in chronic settings (36)], YTHDF1 [linked to immunosuppression (37)], and PVR [CD155, ligand for inhibitory receptors TIGIT/CD96 (38)]. Strikingly, the downregulation of activating/co-stimulatory genes correlated with poor prognosis, while upregulation of inhibitory/exhaustion-related genes was associated with worse clinical outcomes (**Supplementary Figure 9B**).

Therefore, our integrated analyses demonstrate that a high ERG risk score is associated with an immune landscape characterized by immunosuppressive polarization and dysregulated immune checkpoints expression, which provides a mechanistic basis linking high ERG scores to poor clinical outcomes in DLBCL.

### 3.7 Prognostic value of the ERG score in the prediction of therapeutic response

Although drug resistance is a challenge in the treatment of DLBCL, the R-CHOP regimen remains the first-line chemotherapy regimen for DLBCL in clinical practice. Studies have shown that providing patients with personalized treatment plans can improve the remission rate of the disease. Therefore, we further conducted an analysis of the correlation between ERG scores and the sensitivity of patients to chemotherapy drugs via the “oncoPredict” R package. We found that patients in the high-risk group were more sensitive to vincristine (p < 0.001), etoposide (p = 0.001), and platinum drugs (p < 0.001) (**Figure 6A**).

**Figure 6:**
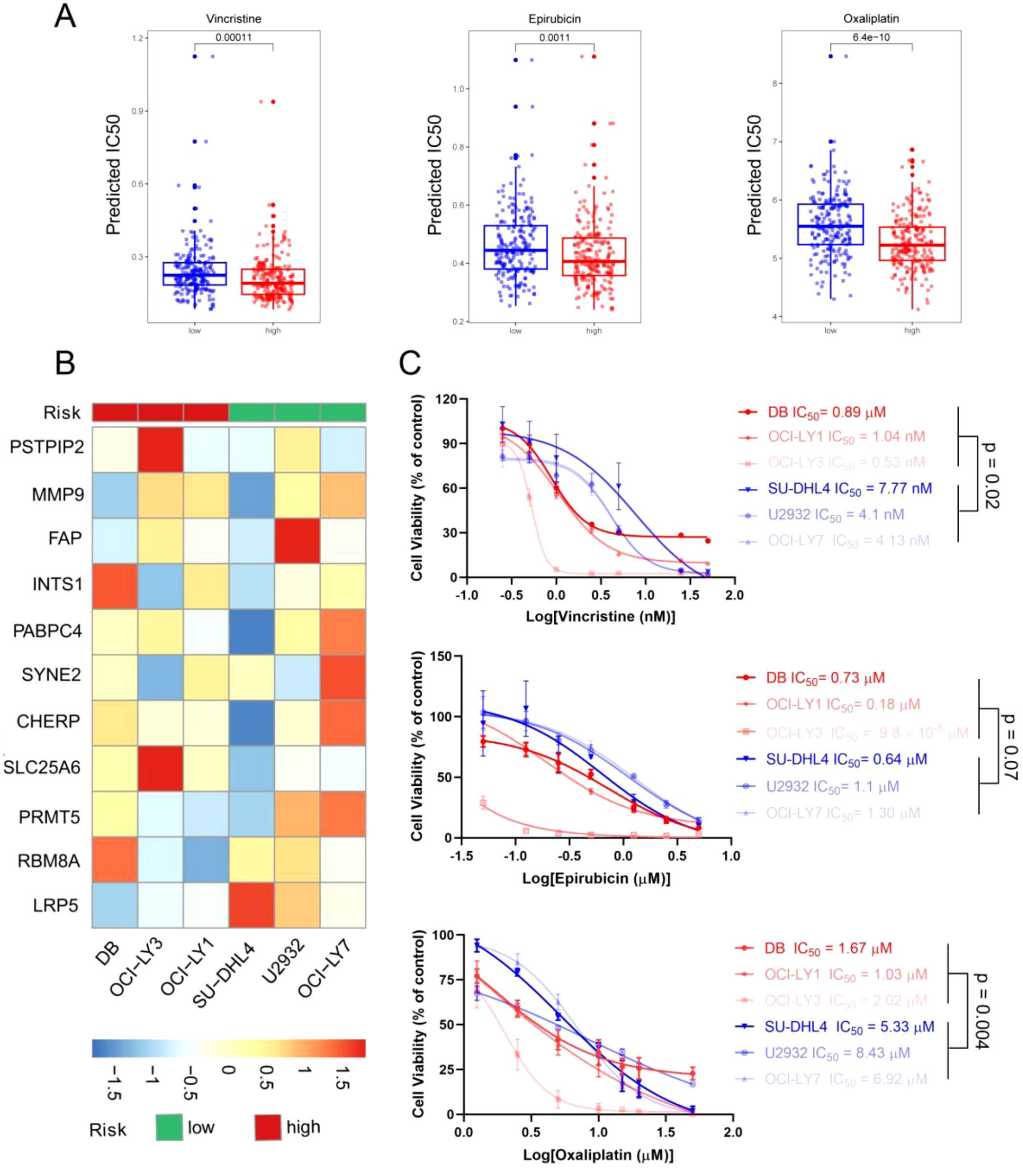
Evaluation of therapeutic response and drug sensitivity via the ERG scoring model. **(A)** The predicted IC_50_ values of vincristine, epirubicin, and oxaliplatin between the high- and low-risk groups via the R package “oncoPredict”. **(B)** Six DLBCL cell lines were separated into high- and low-risk groups on the basis of the ERG scoring model. **(C)** The actual IC_50_ values of vincristine, epirubicin, and oxaliplatin in the 6 DLBCL cell lines.

To verify the accuracy of this prediction, we conducted further validation in DLBCL cell lines. First, we detected the expression levels of the 11 prognostic genes via qRT–PCR (**Supplementary Table 4**) and divided the 6 DLBCL cell lines into high- and low-risk groups on the basis of the previous risk scoring formula. Among them, OCI-LY1, OCI-LY3, and DB were in the high-risk group, whereas OCI-LY7, U2932, and SU-DHL4 were in the low-risk group (**Figure 6B**). Next, we detected the IC_50_ values of vincristine, epirubicin, and oxaliplatin in 6 cell lines via a cell viability assay. The results are shown in **Figure 6C**, where high-risk group cells were more sensitive to vincristine and oxaliplatin, with p values of 0.02 and 0.004, respectively. The difference in the sensitivity of high- and low-risk cells to epirubicin was not significant. However, the epirubicin IC_50_ values of the high-risk group cells were lower than those of the low-risk group cells. These results were consistent with the predictions from bioinformatics, suggesting that the sensitivity of DLBCL patients to chemotherapy drugs can be predicted on the basis of ERG scores.

### 3.8 Experimental evaluation of PABPC4 function in DLBCL

In our constructed ERG scoring system, we noted that PABPC4 contributes the most to the degree of risk. To date, the role of PABPC4 in the development of DLBCL has not been reported. Therefore, we first analyzed the expression of PABPC4 in DLBCL via the GEPIA website (http://gepia.cancer-pku.cn). The results revealed that PABPC4 was significantly upregulated in DLBCL (**Supplementary Figure 10A**). We then analyzed the relationship between PABPC4 expression and the OS of DLBCL patients in the GSE10846 dataset. We found that patients with high expression of PABPC4 had a poorer prognosis (**Supplementary Figure 10B**). These results suggest that PABPC4 may promote the occurrence of DLBCL.

Next, we constructed PABPC4-knockdown cell lines from the DLBCL cell line SU-DHL4 and the Burkitt lymphoma cell line Daudi (**Figure 7A**). Compared with that of control cells, the proliferation rate of sgPABPC4 SU-DHL4 cells was reduced by approximately 50% (**Figures 7B, C**). Moreover, the number of colonies formed by sgPABPC4 cells was approximately 60% of that formed by control cells. The viability and number of colonies formed by Daudi-sgPABPC4 cells were approximately 30% and 50% of those formed by the control cells, respectively. (**Figures 7D, E**). Furthermore, we assessed the impact of PABPC4 on the proliferation of DLBCL tumors *in vivo* via the subcutaneous tumorigenesis method. Compared with that of the control group, the proliferation ability of sgPABPC4 cells *in vivo* was significantly reduced (**Figures 7F–H**), while no significant change in the body weight of the mice was observed (**Supplementary Figure 10C**). Immunohistochemical results revealed that the Ki67 index percentage in the sgPABPC4 group was significantly lower than that in the control group (**Figures 7I–K**). These results indicate that PABPC4 can promote the proliferation of DLBCL cells both *in vitro* and *in vivo*.

**Figure 7:**
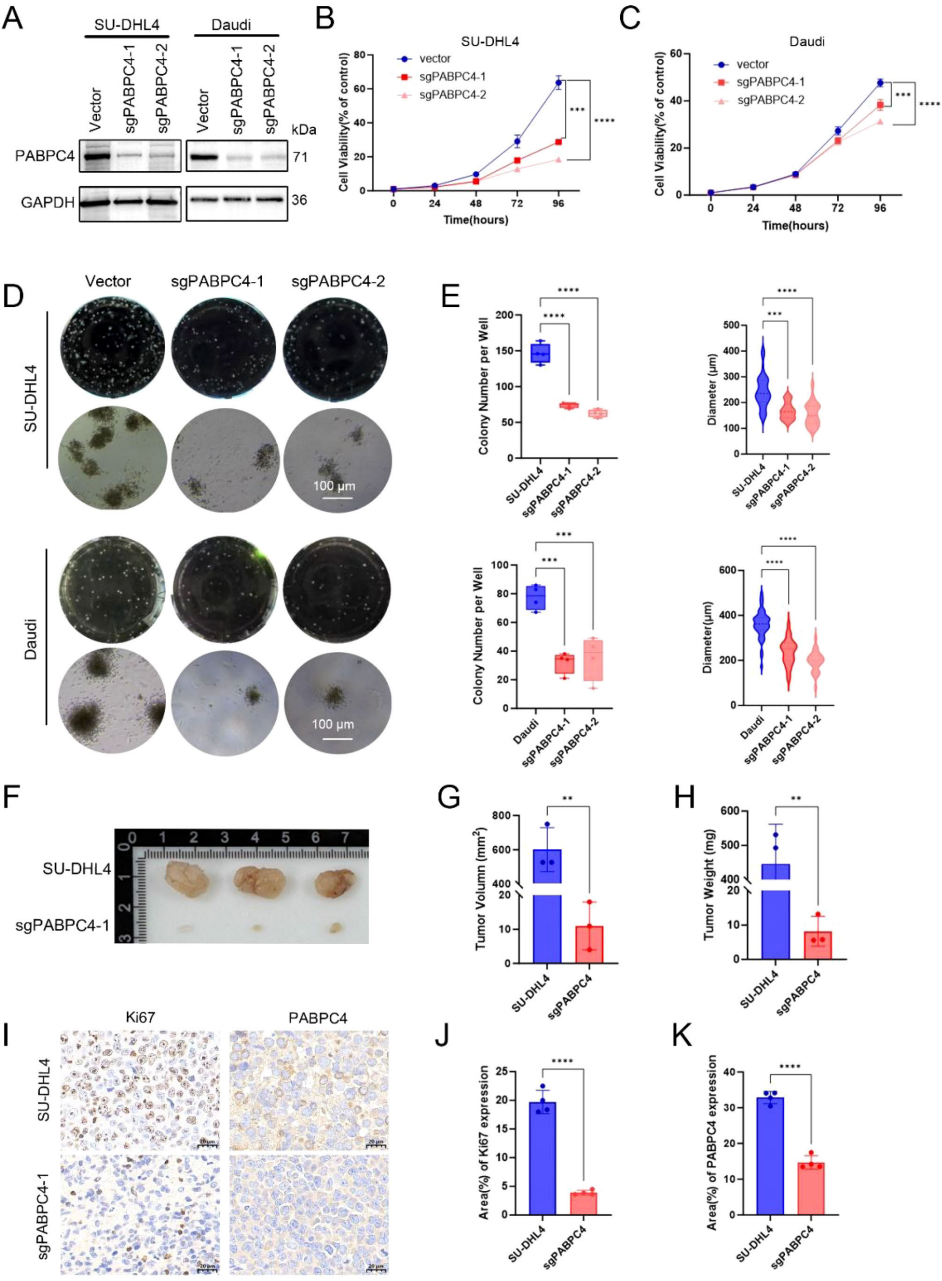
Knockdown of PABPC4 inhibits B lymphoma cell proliferation and colony formation *in vitro* and *in vivo*. **(A)** PABPC4 expression in stable sgPABPC4 SU-DHL4 and Daudi cell lines. **(B, C)** Cell viability of control and sgPABPC4 cells at different time points. **(D)** Effects of PABPC4 knockdown on cell colony formation. Representative images of colony formation by different cells are shown. **(E)** Statistical analysis of the colony numbers and colony diameters in **(D)**. Representative images **(F)**, tumor volumes **(G)**, and tumor weights **(H)** of xenografts derived from the indicated cells are shown. **(I)** Immunohistochemical results of PABPC4 and Ki67 expression in tumors from different xenograft groups. **(J, K)** Statistical analysis of the results in **(I)**. **p< 0.01; ***p< 0.001; ****p< 0.0001.

## 4 Discussion

The pronounced heterogeneity in survival outcomes among DLBCL patients underscores the critical need for refined risk stratification. While traditional clinical indices (IPI, R-IPI, NCCN-IPI) offer valuable prognostic guidance, their reliance solely on clinical parameters overlooks the impact of molecular heterogeneity and tumor microenvironment (TME) dynamics (39, 40). Our study addressed this gap by integrating gene expression profiles of ERGs with clinical variables. In this study, we established a prognostic evaluation model based on ERGs via machine learning methods. This ERG-based classifier assessed the prognosis of DLBCL patients effectively and emerged as an independent prognostic factor in multivariate analysis. Critically, the model’s alignment with adverse clinical features (including age >60 years, ABC subtype, advanced stage, and elevated LDH) reinforces its biological relevance and potential utility in treatment personalization.

Beyond prognostication, our model reveals fundamental mechanisms of DLBCL progression through tumor microenvironment (TME) reprogramming. High-risk patients exhibited profound immunosuppressive remodeling characterized by two synergistic alterations: (1) Cellular imbalance featuring enrichment of pro-tumorigenic M2 macrophages (established promoters of DLBCL malignant phenotypes (41, 42)) and depletion of CD8^+^ T cells [critical effectors of antitumor immunity (43, 44)]; and (2) Immune checkpoint dysregulation marked by elevated LAG3 [an inhibitory receptor that suppresses T-cell activation via MHC class II binding (45, 46)] coupled with suppression of B2M [impairing MHC-I antigen presentation (31)] and CD28 [compromising T-cell co-stimulation (48)]. These findings illuminate how ERG-driven molecular programs foster an immune-tolerant niche, potentially explaining the poor outcomes in high-risk patients and suggesting actionable targets for immunotherapy.

Precision medicine can improve treatment outcomes and prolong patient survival. Our model’s capacity to predict therapeutic response represents a key translational advance. We found that patients in the high-risk group were more sensitive to vincristine, epirubicin, and oxaliplatin, which was validated in six DLBCL cell lines. This facilitates rational drug selection for aggressive DLBCL subsets, moving beyond empirical chemotherapy assignment. Moreover, the convergence of ERG scores with immune checkpoint expression further supports combinatorial strategies.

Additionally, in the ERG scoring system, PABPC4 received the highest score, suggesting its critical role in the progression of DLBCL. We generated stable PABPC4-knockdown cell lines via the CRISPR-Cas9 system, and both *in vitro* and *in vivo* studies demonstrated that the overexpression of PABPC4 promoted tumor proliferation. PABPC4 is an RNA processing protein that plays a crucial role in enhancing translation and mRNA stability, thereby promoting gene expression. Yufeng Yuan and colleagues reported that PABPC4 contributes to liver cancer progression by stabilizing the mRNAs of TRIM37 and CDC27 (47). Our study pioneers the functional characterization of PABPC4 in DLBCL. We had validated that there was an interaction between ENO1 and PABPC4 by co-immunoprecipitation (data not shown), further research is needed to elucidate the mechanistic basis of PABPC4-driven lymphomagenesis, particularly its RNA-stabilizing functions in DLBCL-specific contexts.

More importantly, in this study, we discovered that the functional enrichment of ERGs was associated primarily with signaling pathways related to RNA splicing and RNA stability. Previous studies have shown that ENO1 promotes the development of liver cancer by binding to the YAP and IRP 1 mRNAs (9, 10). However, to date, there have been no reports regarding the involvement of ENO1 in RNA splicing. Therefore, further experimental validation is needed.

Our study has limitations that warrant mention. First, the ERG signature was derived from a BL cell model, which possesses a genetic background distinct from that of DLBCL. Nevertheless, its robust prognostic performance across DLBCL cohorts suggests it captures fundamental biological processes shared among aggressive B-cell lymphomas. Second, the experimental validation does not distinguish whether the interactions between the model genes and ENO1 are direct physical interactions or indirect functional relationships, a question that merits further investigation.

## 5 Conclusion

In conclusion, we developed a scoring model based on ERGs that not only predicts the prognosis of DLBCL patients but also guides therapeutic decision-making. Furthermore, for the first time, we validated both *in vitro* and *in vivo* that PABPC4 promotes the progression of DLBCL, offering new perspectives on the underlying mechanisms of DLBCL development.

## Data Availability

The RNAseq and RIPseq data presented in the study are deposited in the GEO repository, accession number GSE225685 and GSE292371. The mass spectrometry proteomics data have been deposited to the ProteomeXchange Consortium via the iProX partner repository, with the dataset identifier PXD061736.

# Supplementary material for: ENO1-related gene signature predicts prognosis and therapeutic response in diffuse large B-cell lymphoma
**Source:** Front Immunol. 2025 Oct 23;16:1644020. doi: 10.3389/fimmu.2025.1644020

**Supplementary Materials**

Primers used in this article.

| GAPDH | Forward Primer | CCACTCCTCCACCTTTGAC |
| --- | --- | --- |
|  | Reverse Primer | ACCCTGTTGCTGTAGCCA |
| INTS1 | Forward Primer | CACGACCTGTCCTTCGACAA |
|  | Reverse Primer | AGAAGCTCAGGATCTCGGGT |
| PABPC4 | Forward Primer | GGCCTCCCTACTACCACTCA |
|  | Reverse Primer | CAGCTGTCAGTCAGCCCTTG |
| SYNE2 | Forward Primer | ATTCATGCCTTGCGACCAGA |
|  | Reverse Primer | CCCAGGGGCATCTTTGGAAT |
| CHERP | Forward Primer | CAAGAGTCGAGGGCGTTCTT |
|  | Reverse Primer | GAGCCTTGAGTCAGGGATGG |
| SLC25A6 | Forward Primer | GCAACCTTGCCAACGTCATT |
|  | Reverse Primer | CAGAACTGCGTGTGCTTGTC |
| PRMT5 | Forward Primer | CTGTGGCCAAGCAGGGGTTT |
|  | Reverse Primer | CTCGGAGTTCCTGCGAATCT |
| RBM8A | Forward Primer | AAGCGAAGAAACGGAAGGGT |
|  | Reverse Primer | GCCTGGGCTTCCTTGTATGT |
| LRP5 | Forward Primer | GCTCCCACATCTGTATTGCC |
|  | Reverse Primer | TCCTCGTCGCTCTGGTCAT |
| PSTPIP2 | Forward Primer | CTTCAAGCAGCAAGTAGACA |
|  | Reverse Primer | GTTCACCAGGTTGGCACT |
| MMP9 | Forward Primer | AGGACGGCAATGCTGATG |
|  | Reverse Primer | TCGTAGTTGGCGGTGGTG |
| FAP | Forward Primer | TATTCCATACCCAAAGGC |
|  | Reverse Primer | GACAGGACCGAAACATTC |

**Supplementary Fig Legends**

**Supplementary Fig 1.** The flowchart of this study.

**Supplementary Fig 2.** (A) KEGG analysis of the identified ERGs. (B) GO analysis of the identified ERGs. (C) KEGG and (D) GO analysis of the 39 ERGs from univariate Cox regression analysis.

**Supplementary Fig 3.** **KM analyses the 11 retained candidate genes by Multivariate Cox regression analysis.** KM analyses of genes with negative coefficient value (A) and positive coefficient value (B).

**Supplementary Fig 4.** The networks and functions of the 11 ERG genes were analyzed using GeneMANIA (https://genemania.org).

**Supplementary Fig 5.** The distribution of the ERGs Score of DLBCL patients in high- and low- risk groups in GSE10846 (A), GSE181063 (B) and GSE87371 cohorts (C). Distribution of the survival status and ERG expression of DLBCL patients in the GSE181063 (D) and GSE87371 (E)cohorts. PCA of the DLBCL patients in the GSE181063 (F) and GSE87371 (G) cohorts on the basis of the ERG score. KM analyses of the ERG scores in the GSE181063 (H) and GSE87371 (I) cohorts. Time-dependent ROC curves of the ERG scores in the GSE181063 (J) and GSE87371 cohorts (K).

**Supplementary Fig 6. Correlation between the ERGs Score and clinical features in GSE181063 dataset.** (A) Correlation of the ERGs Score with age, LDH level, patient status, extranodal infiltration, subtype, gender, ECOG score and clinical stage. (B) Heatmap showing the differences in clinical characteristics between the two risk clusters. *p< 0.05; **p< 0.01; ***p< 0.001.

**Supplementary Fig 7.** **Correlation between the ERGs Score and clinical features in GSE87371 dataset.** (A) Correlation of the ERGs Score with age, subtype, gender, clinical stage, and IPI. (B) progression-free survival analyses between the high-score and low-score groups. (C) Heatmap showing the differences in clinical characteristics between the two risk clusters. *p< 0.05; **p< 0.01; ***p< 0.001.

**Supplementary Fig 8.** Correlation analysis of ERGs Score with immune landscape in GSE10846. The proportion of immune cells between low-risk and high-risk groups based on xCell.

**Supplementary Fig 9.** (A) Distribution of 38 immune checkpoints between the high-risk and low-risk groups. (B) KM analyses of the expression of the indicated genes.

**Supplementary Fig 10.** (A) The expression of PABPC4 in DLBCL samples in the TCGA dataset. (B) The correlation between PABPC4 expression and survival in DLBCL patients in the GSE10864 dataset. (C) Body weight changes in tumor-bearing mice. Mice were subcutaneously inoculated with tumors (SU-DHL4 and SU-DHL4-sgPABPC4) on Day 0. Body weight was measured every other day until tumors reached the ethical endpoint size (20 mm diameter). Data are presented as mean ± SEM; n = 10 per group). Statistical significance between groups is indicated (ns, not significant).

**Supplementary Figs**

**Supplementary Fig 1.**

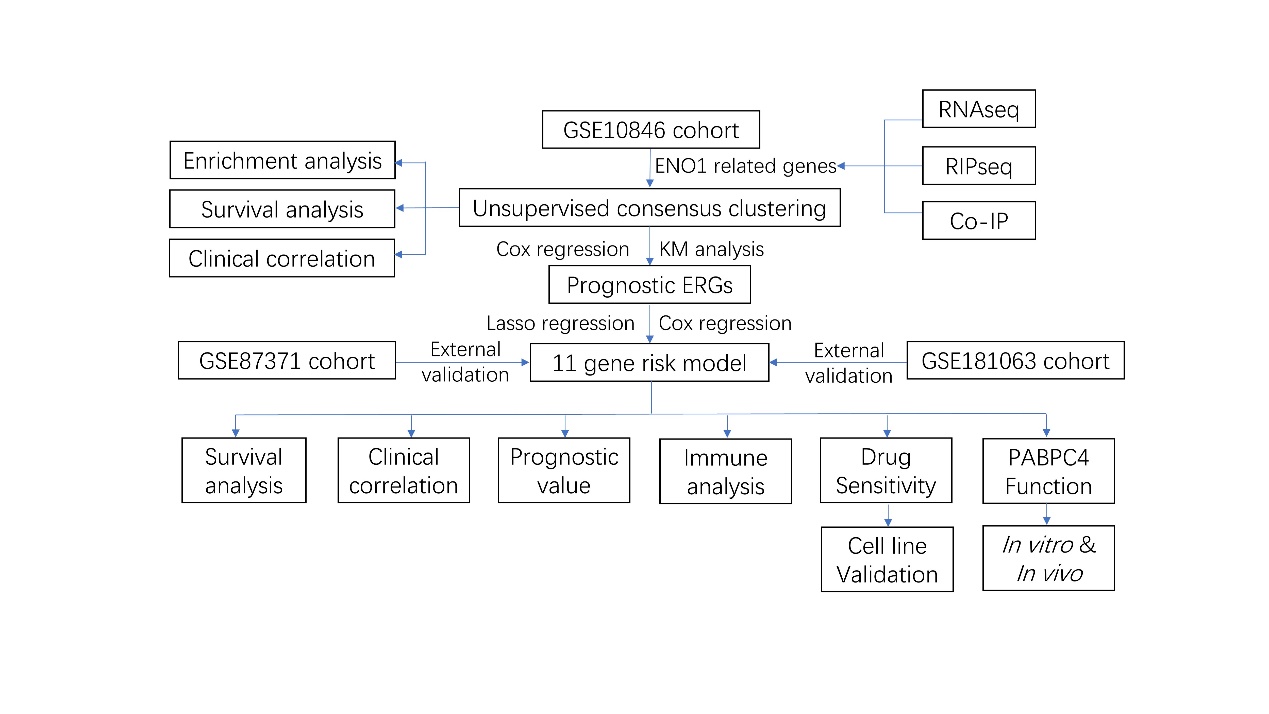

**Supplementary Fig 2.**

**
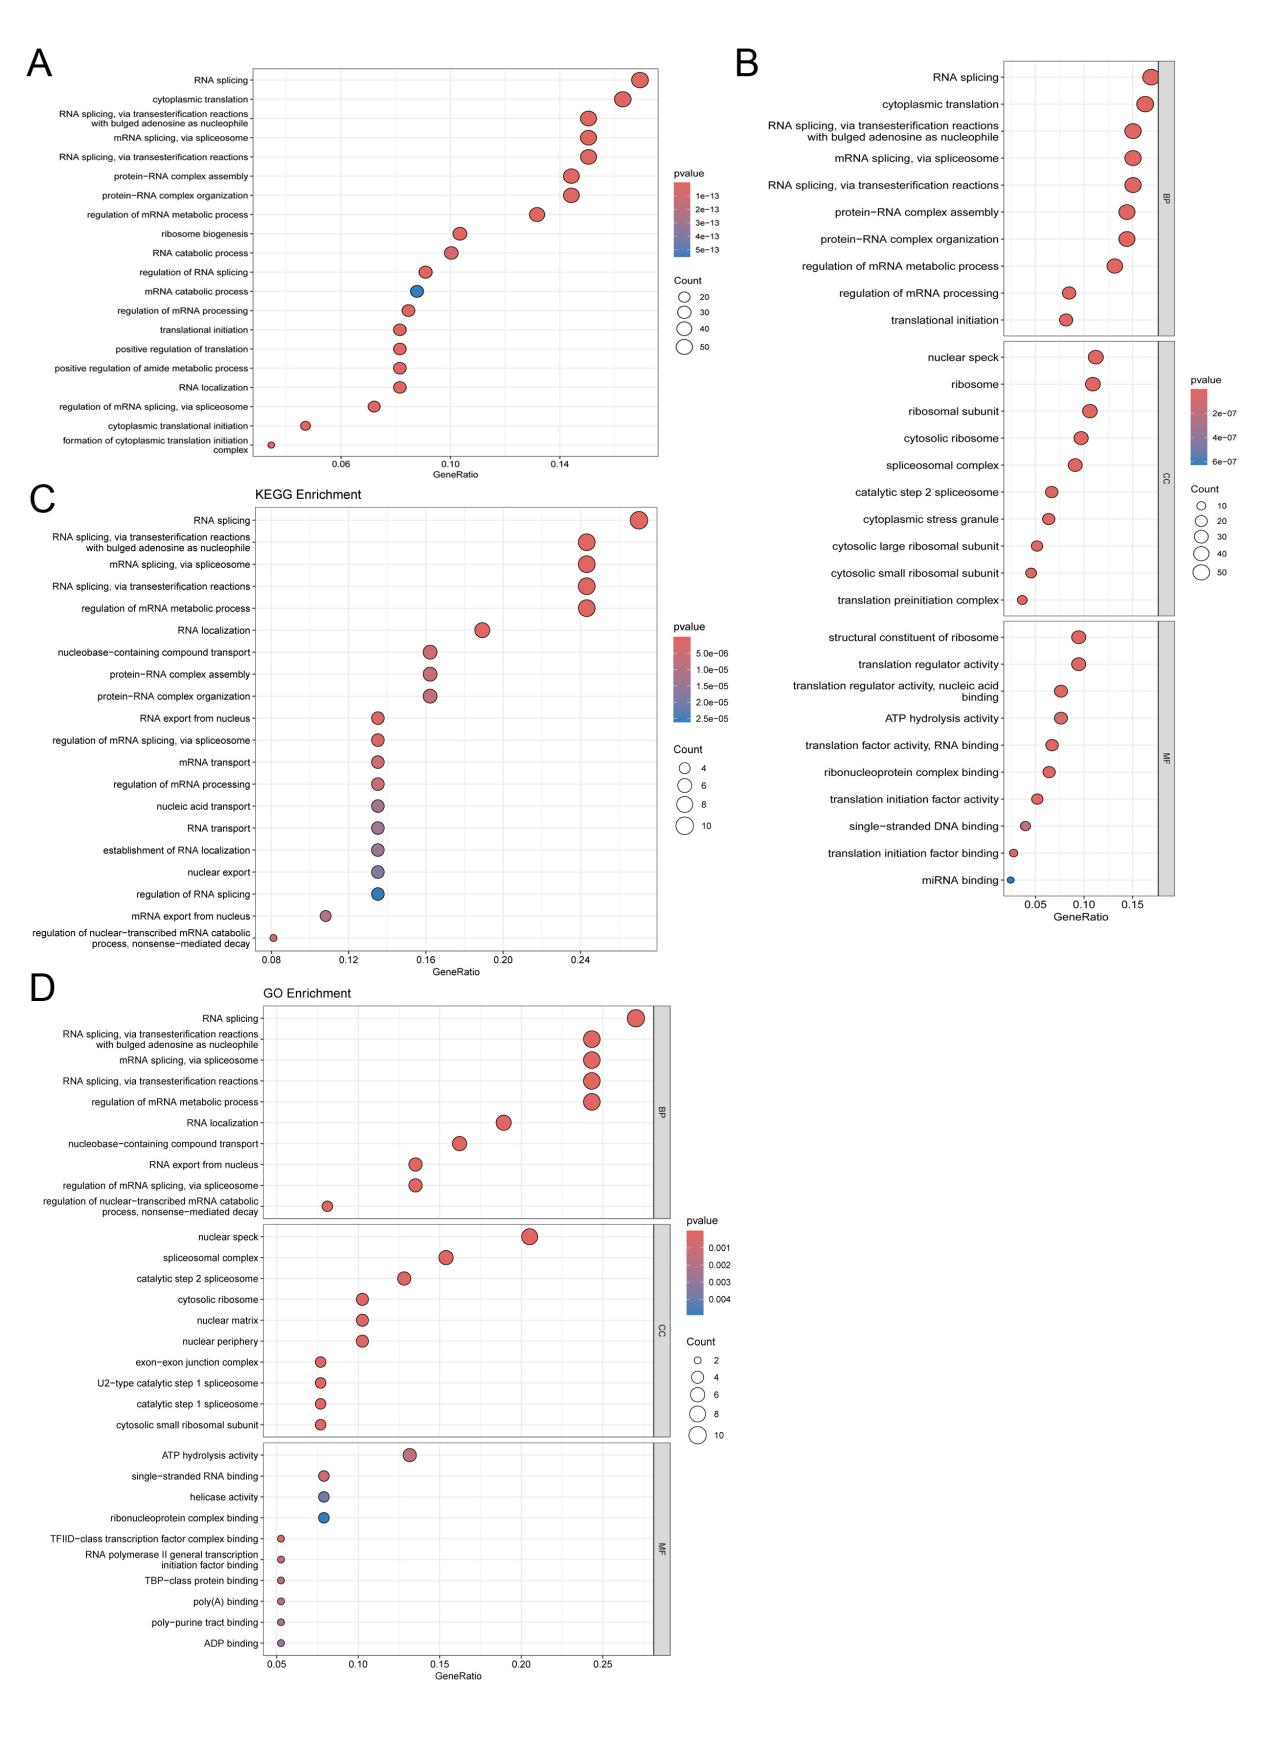
**

**Supplementary Fig 3.**

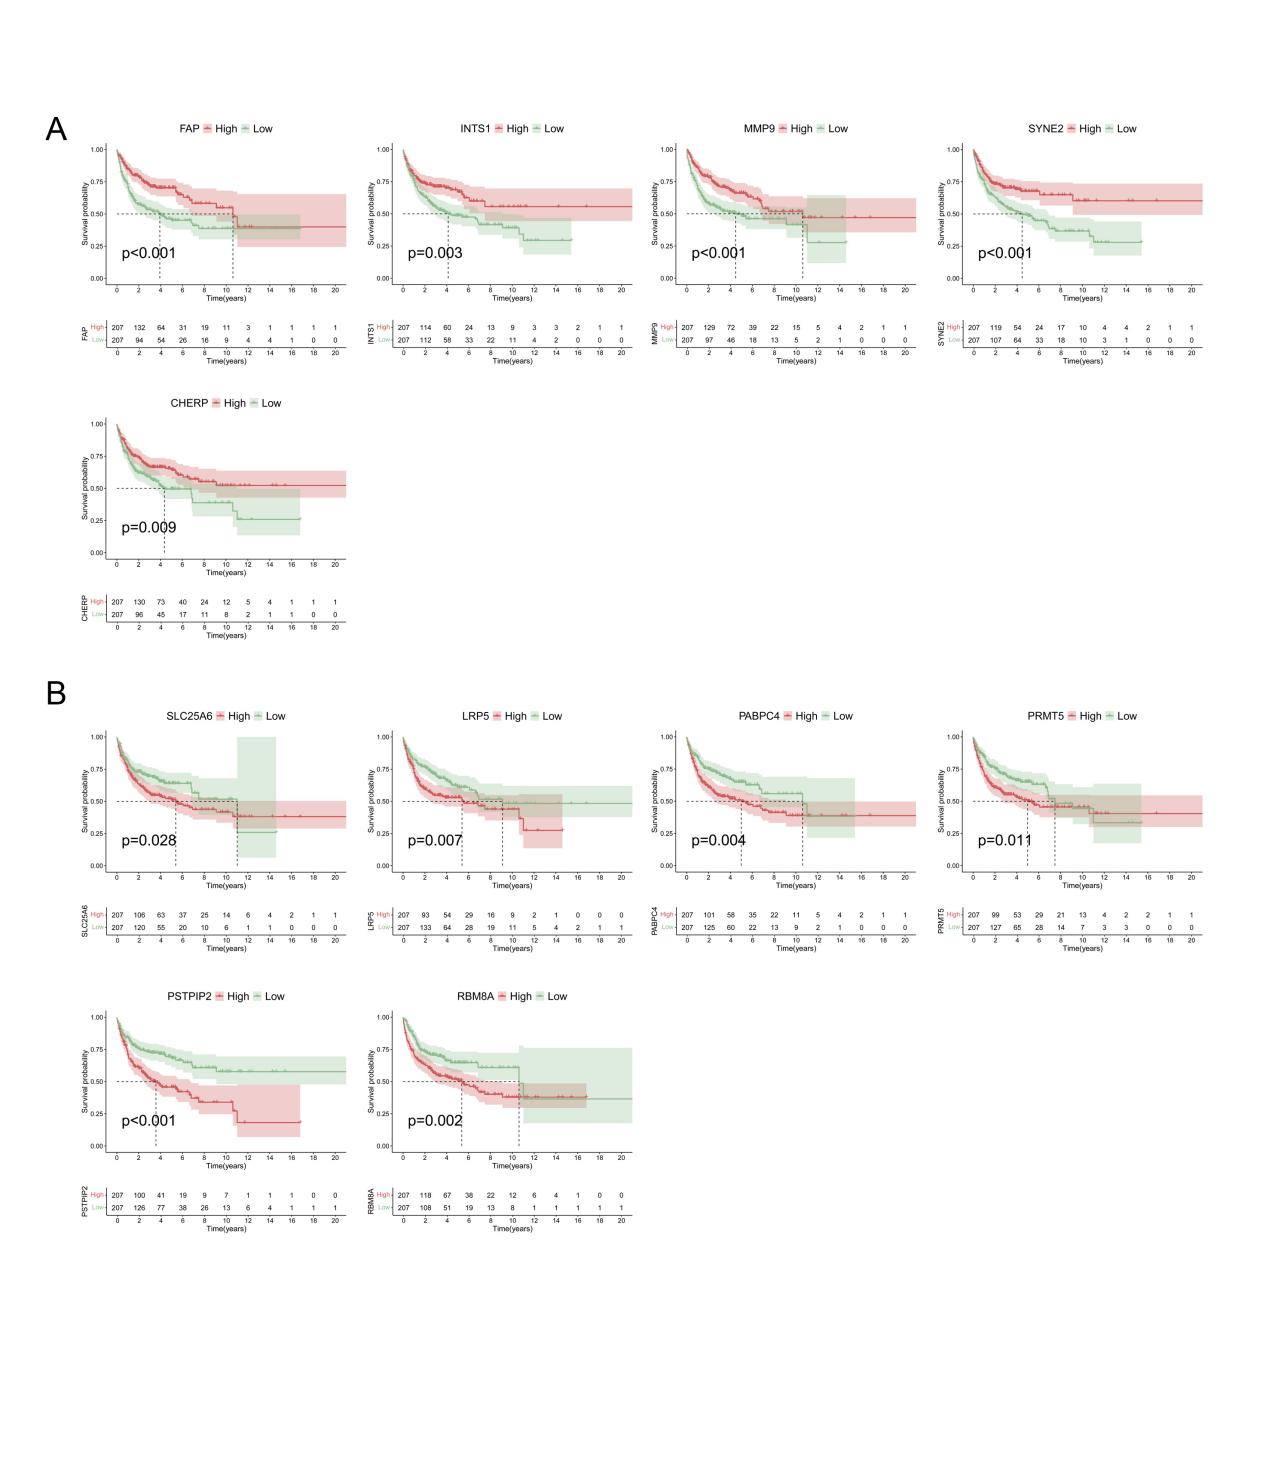

**Supplementary Fig 4.**

**
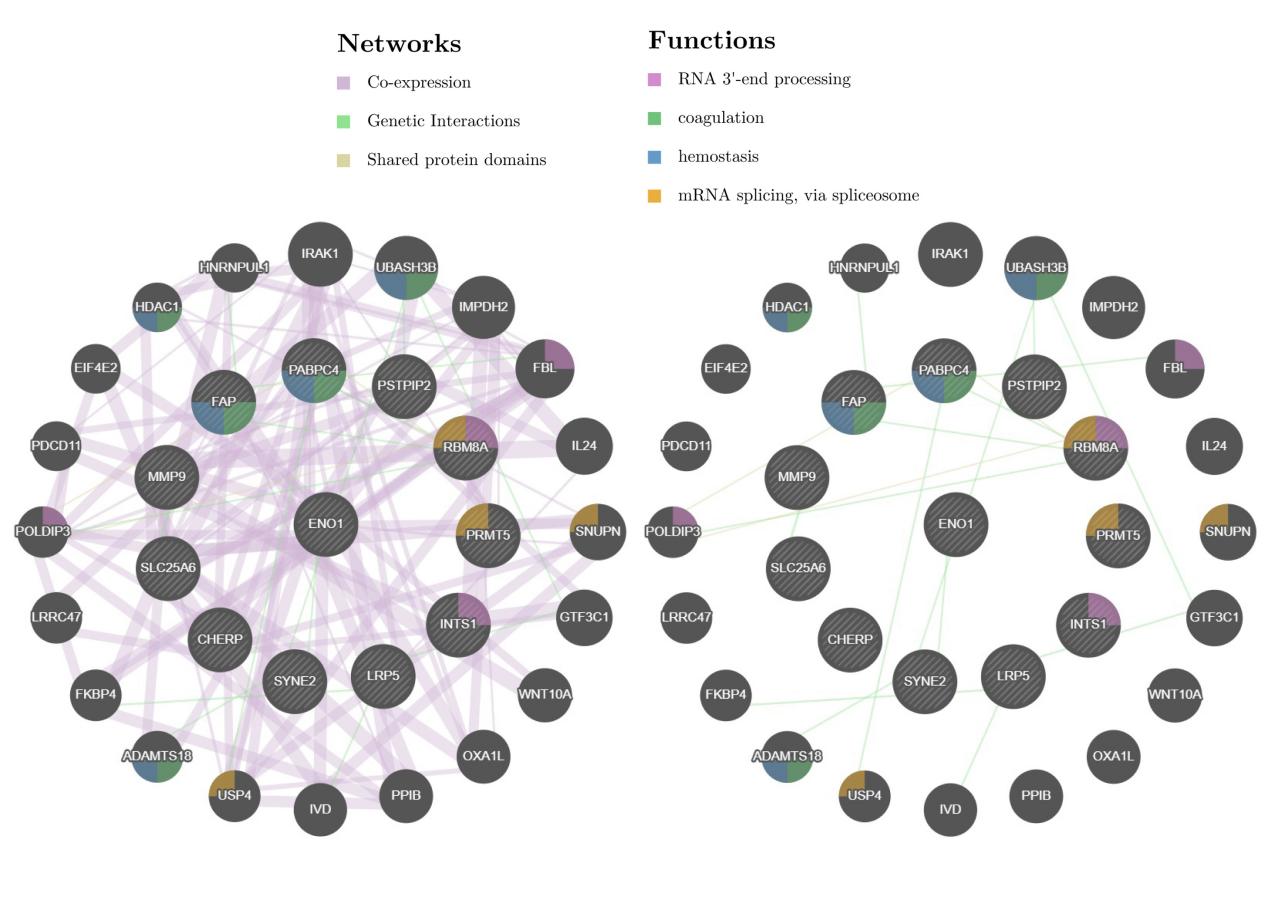
**

**Supplementary Fig 5.**

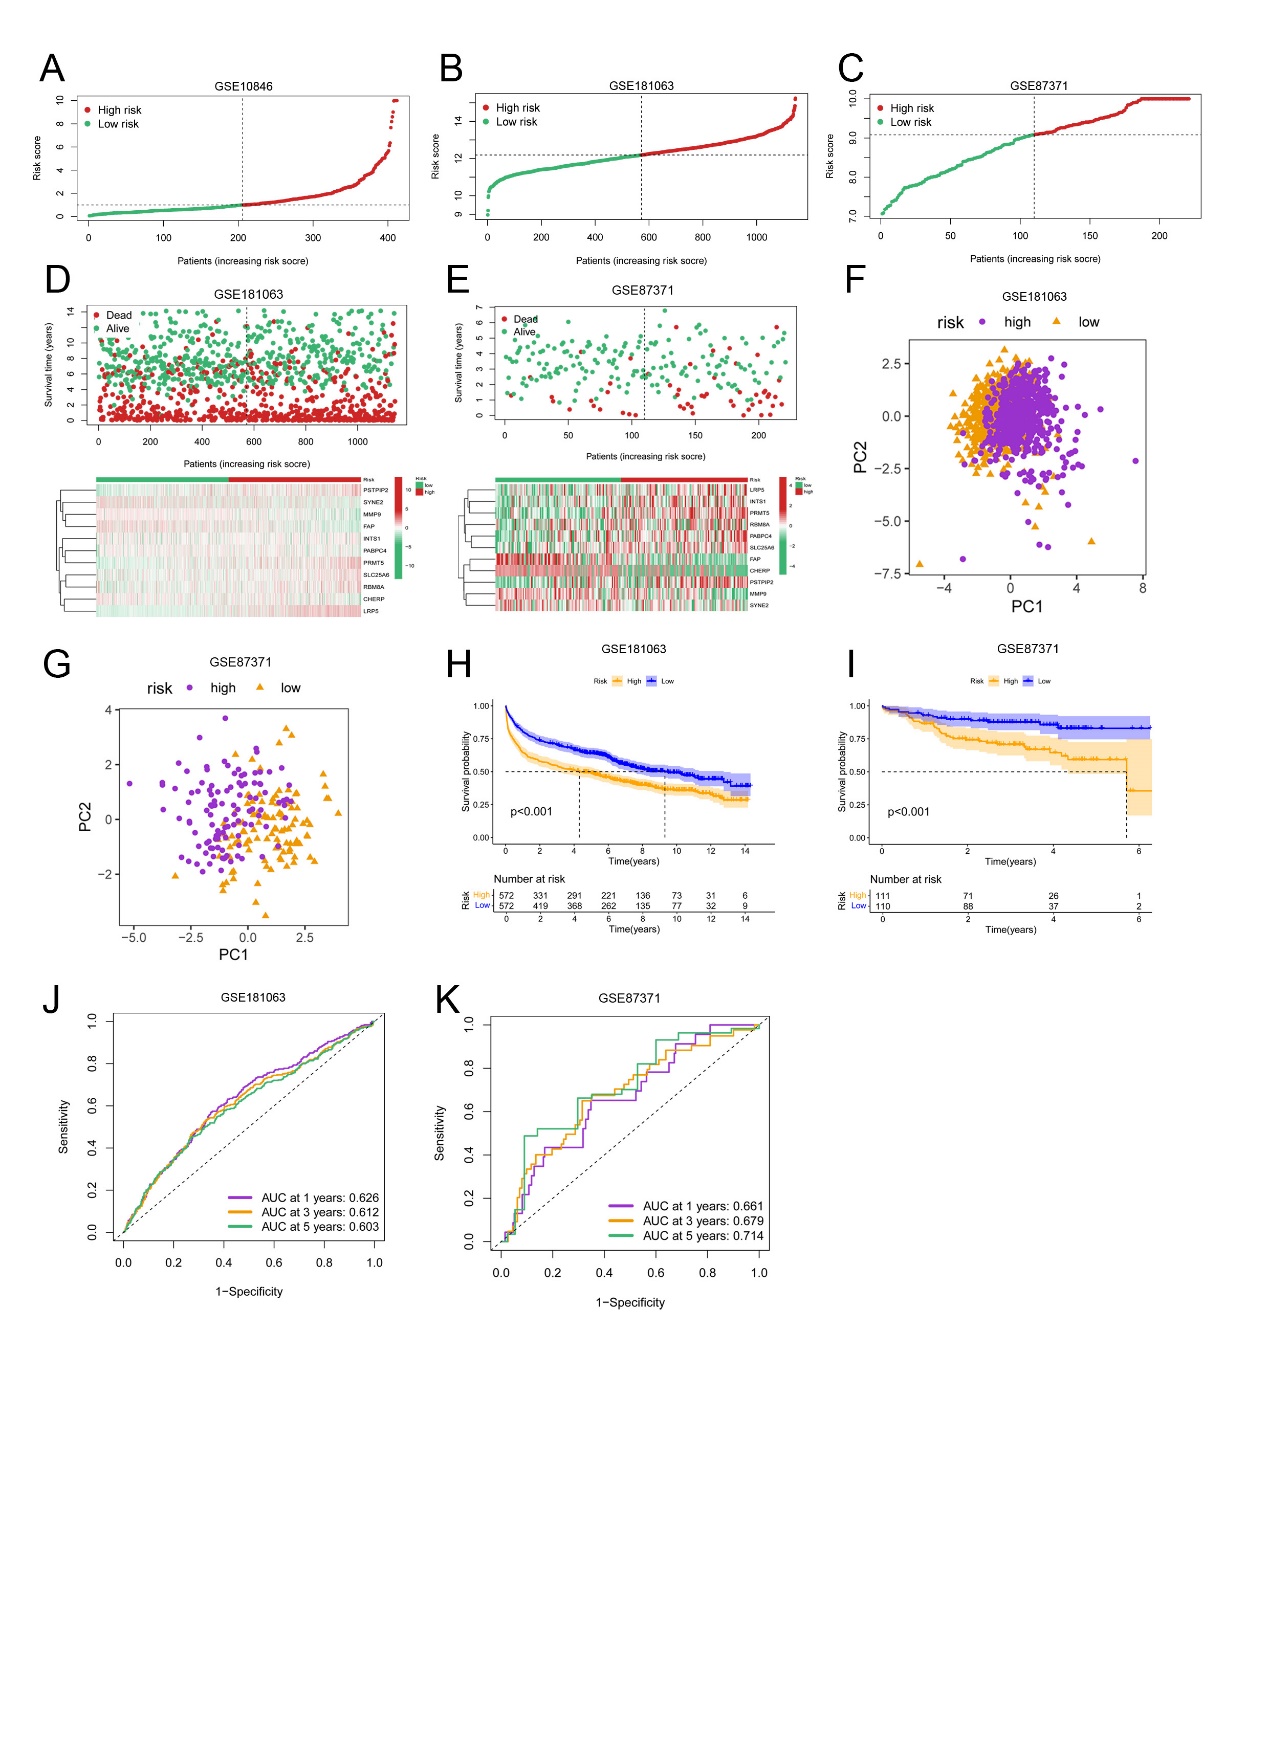

**Supplementary Fig 6.**

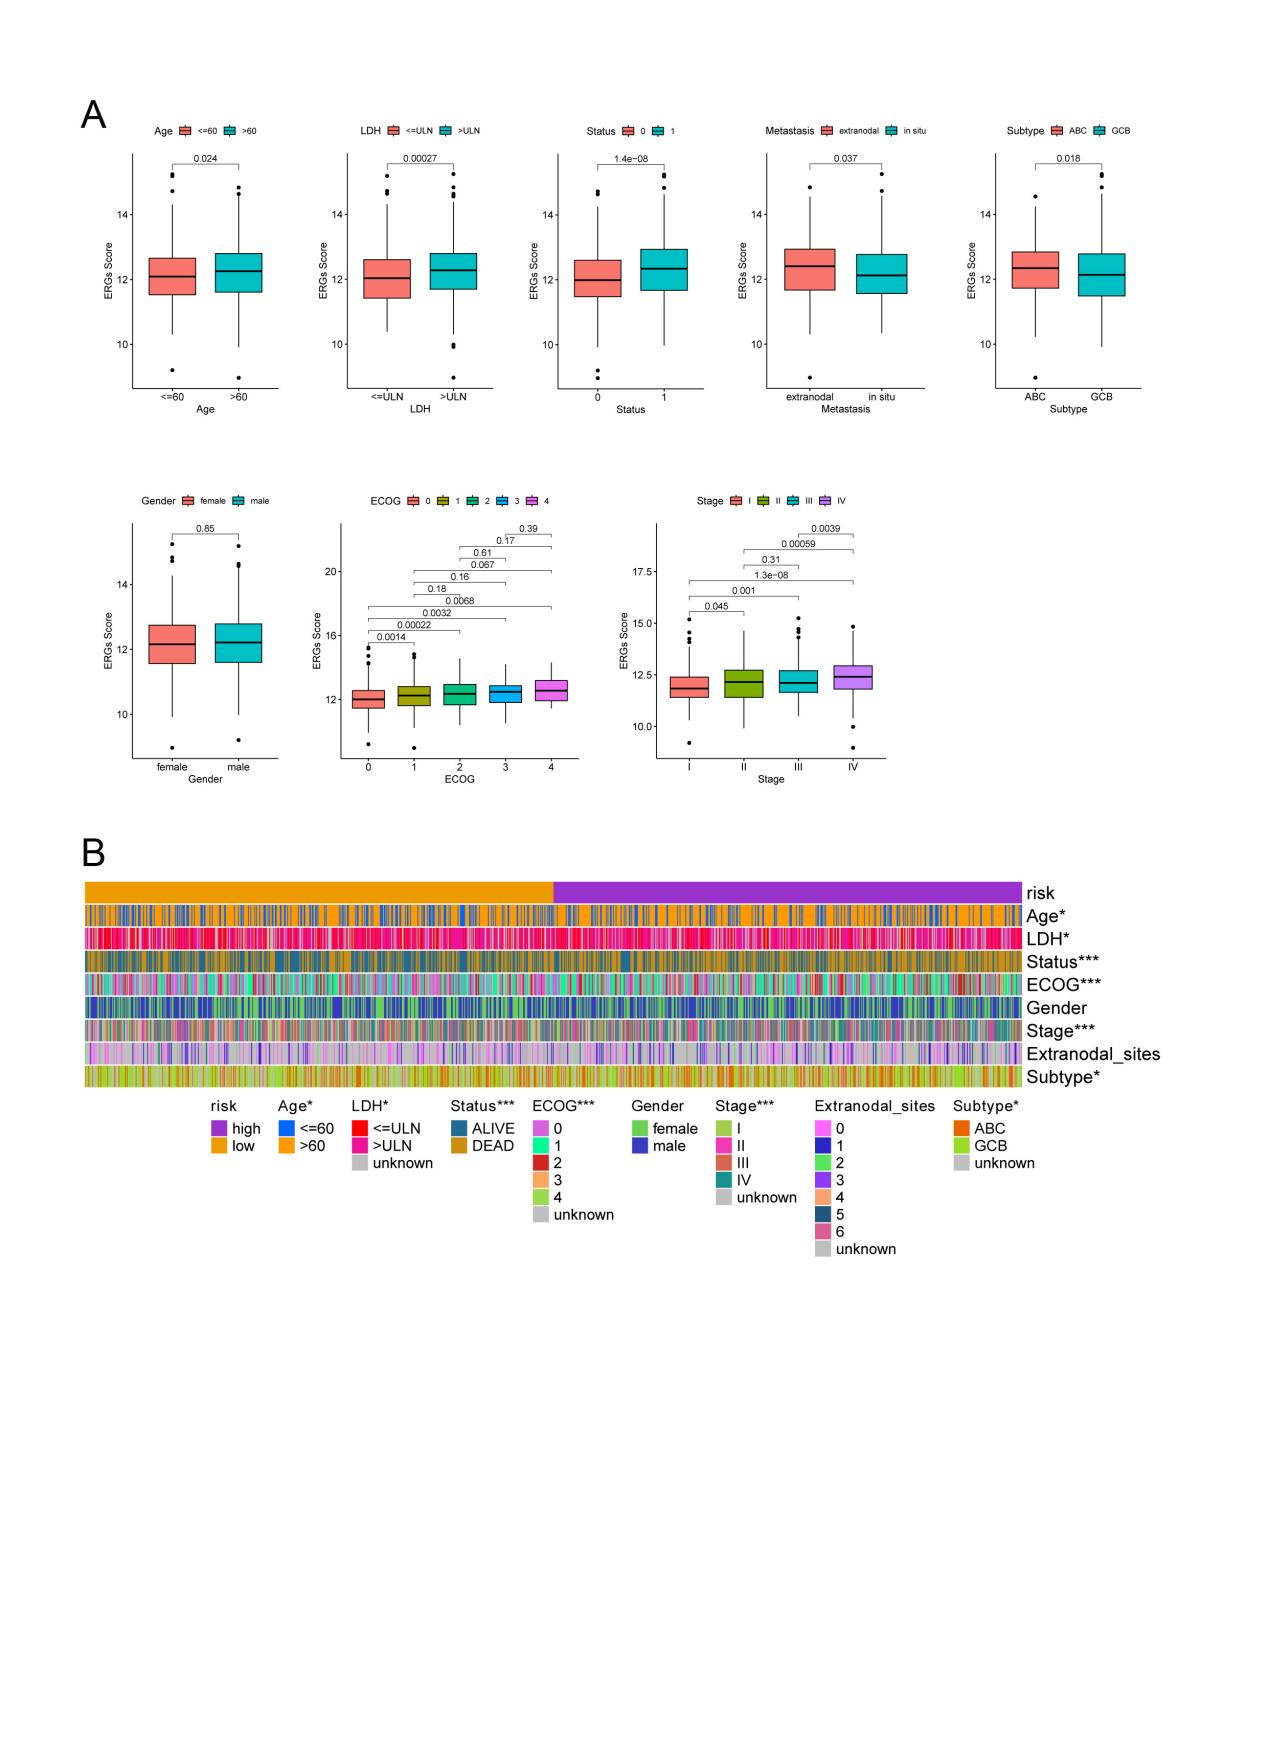

**Supplementary Fig 7.**

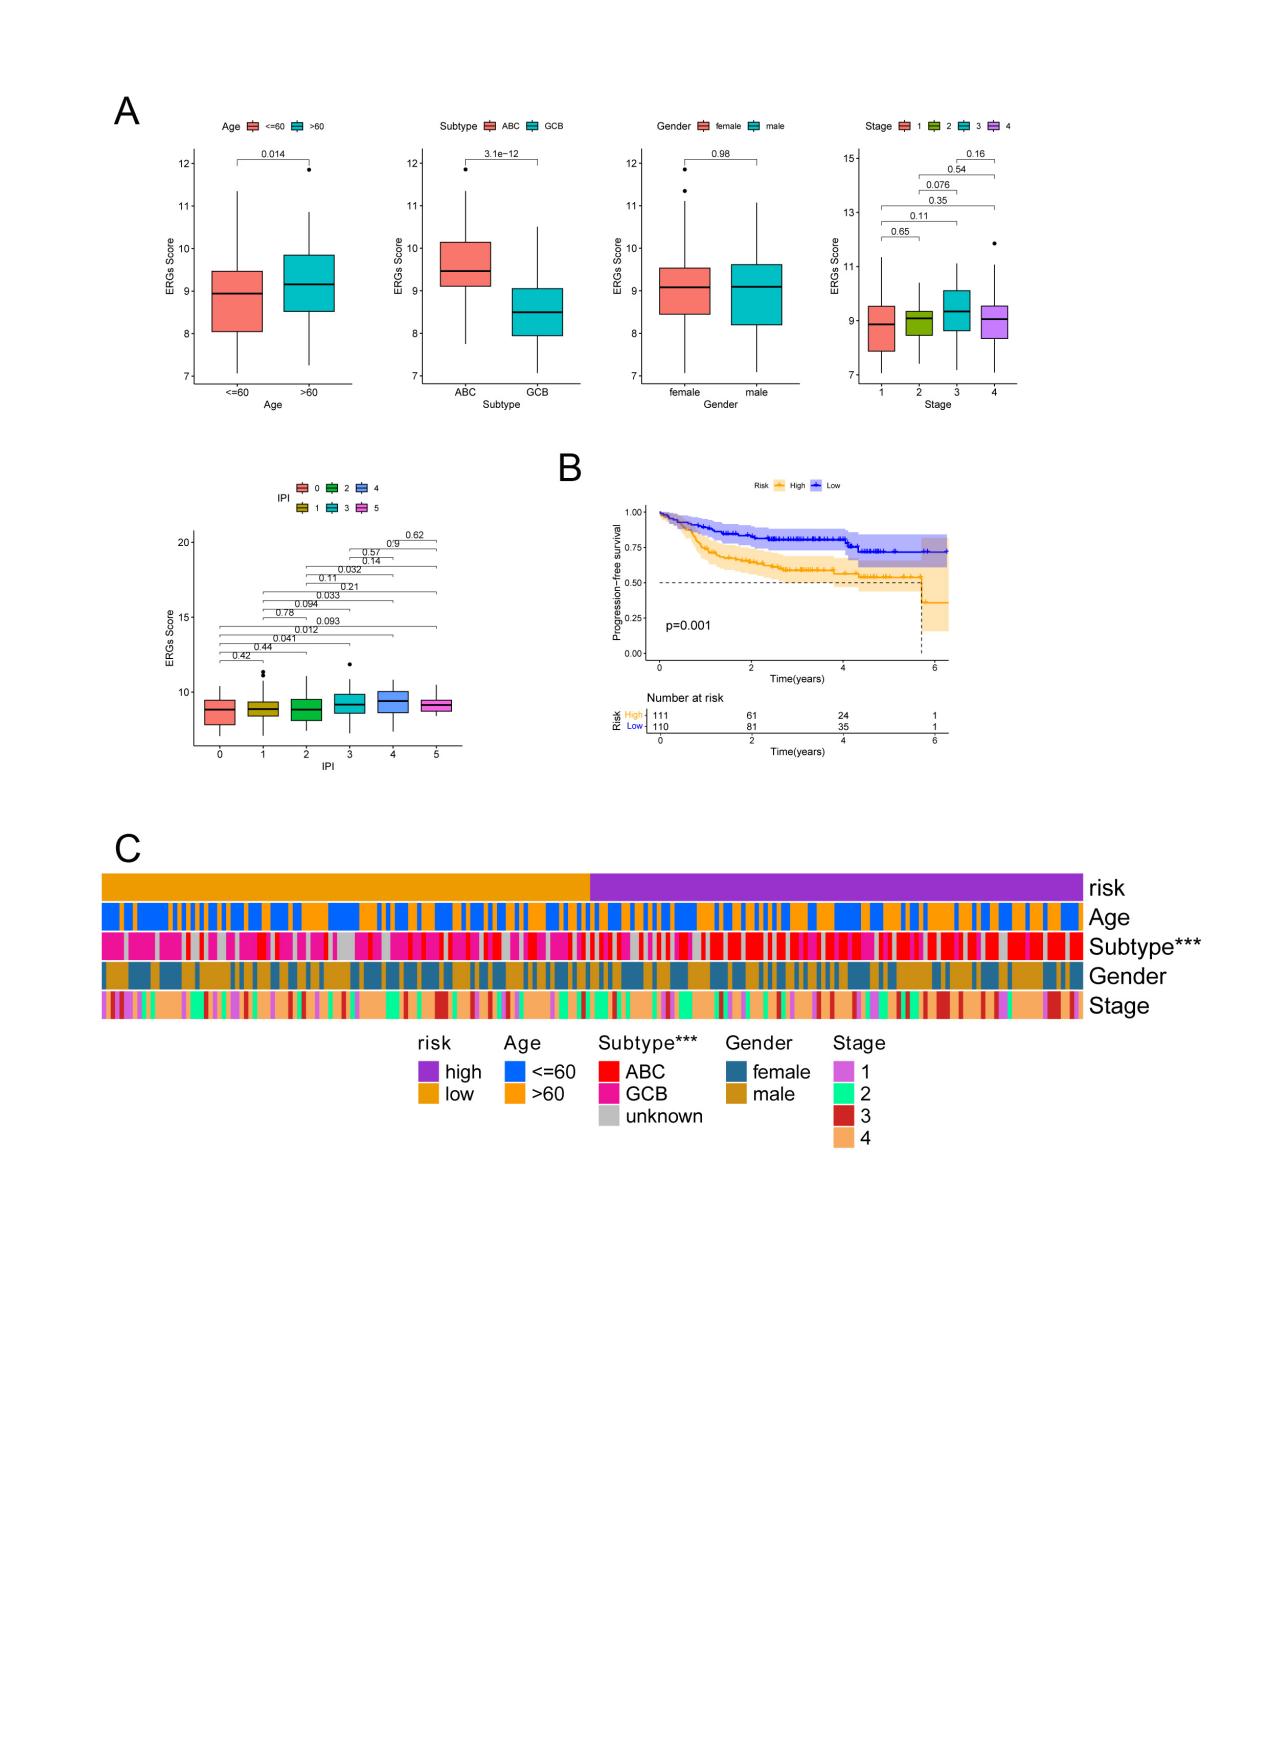

**Supplementary Fig 8.**

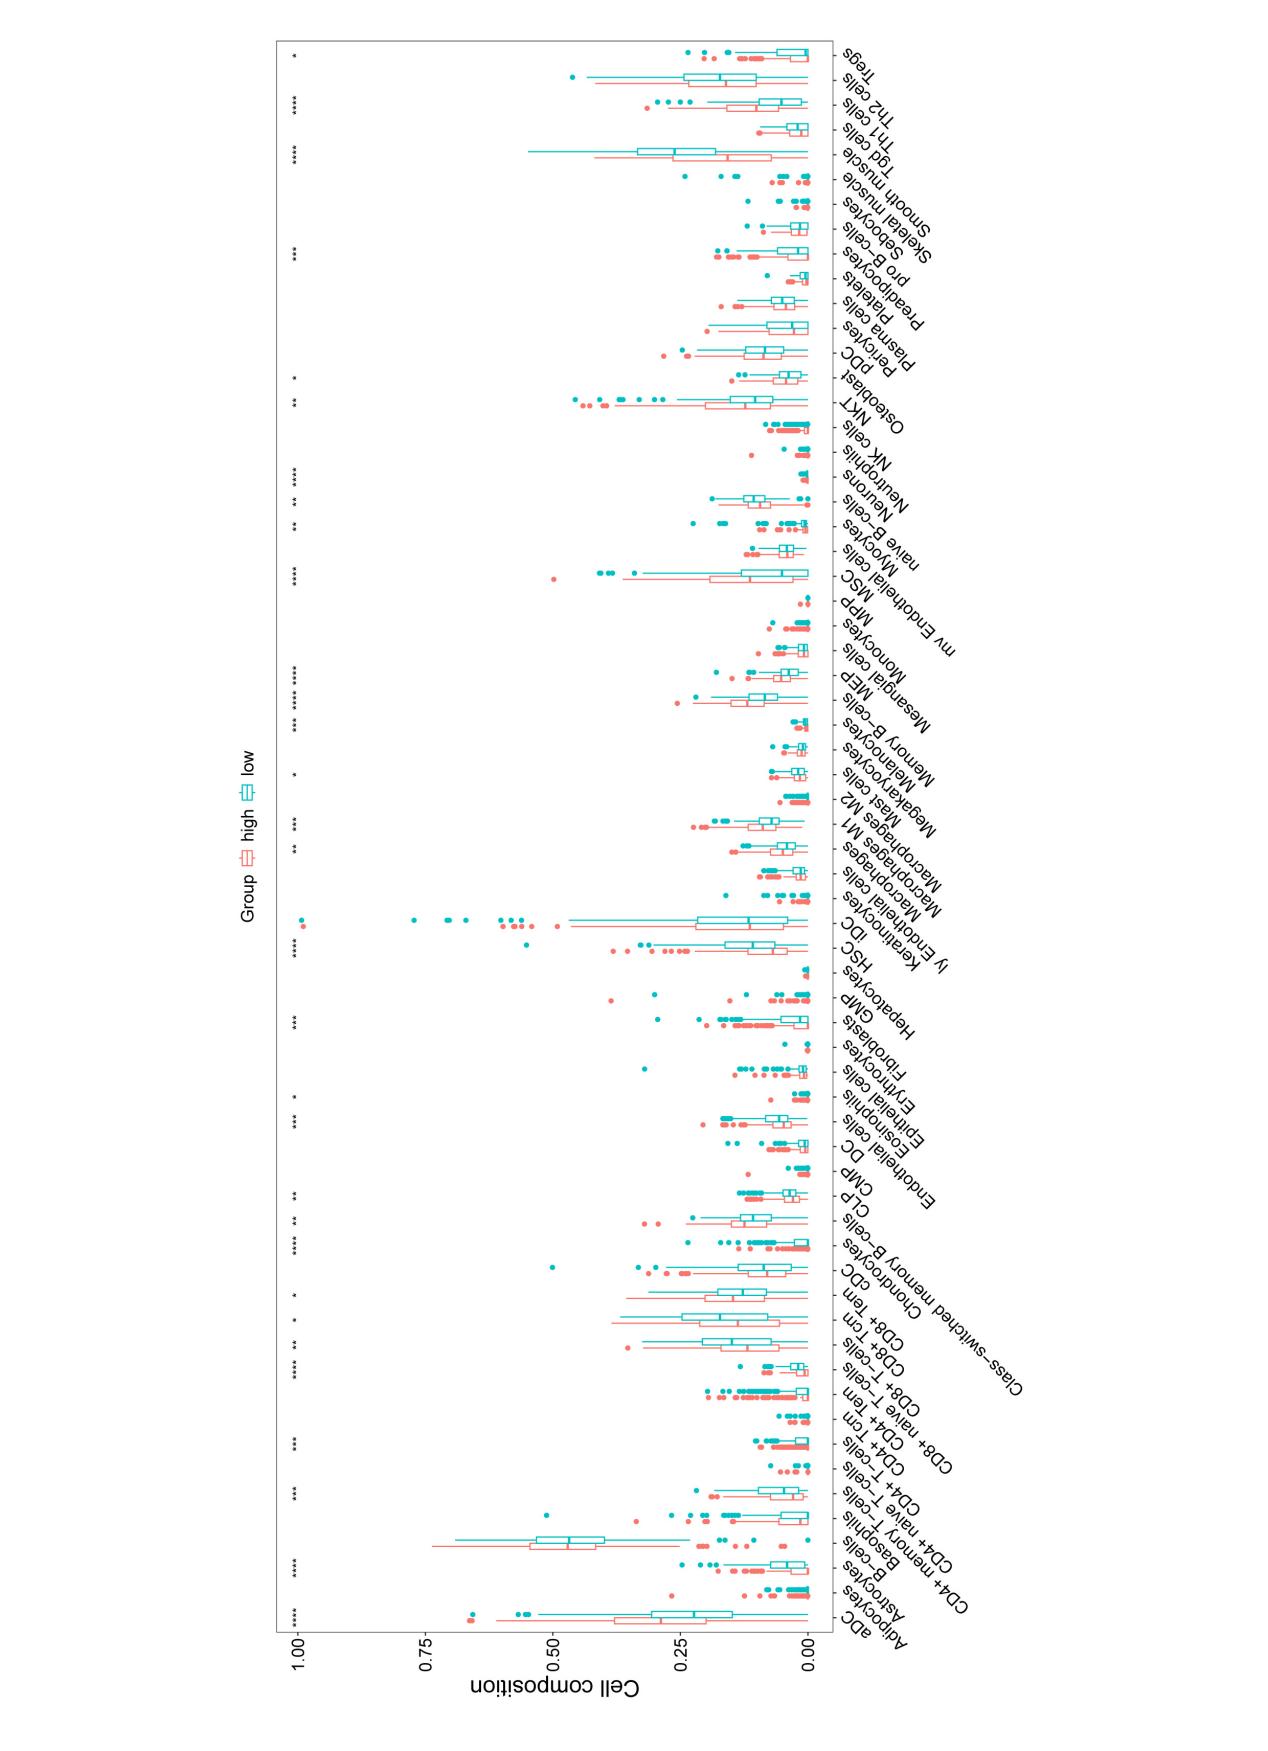

**Supplementary Fig 9.**

**
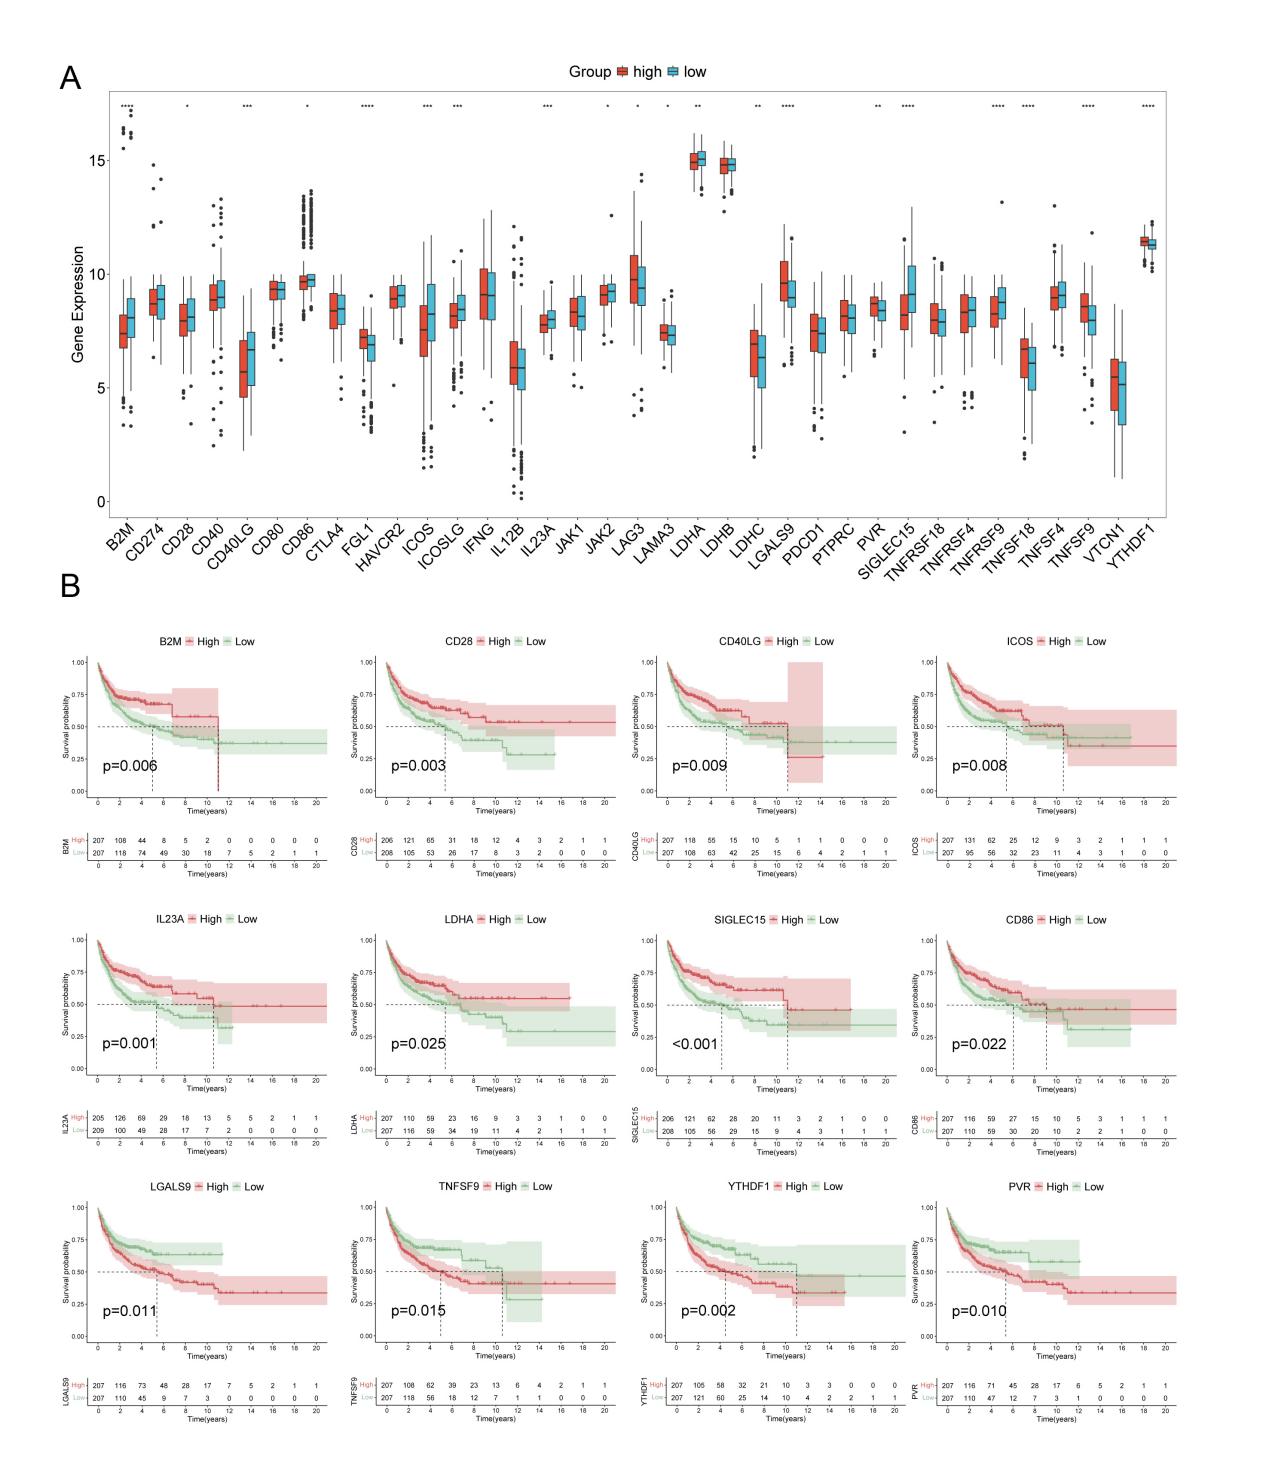
**

**Supplementary Fig 10.**

**
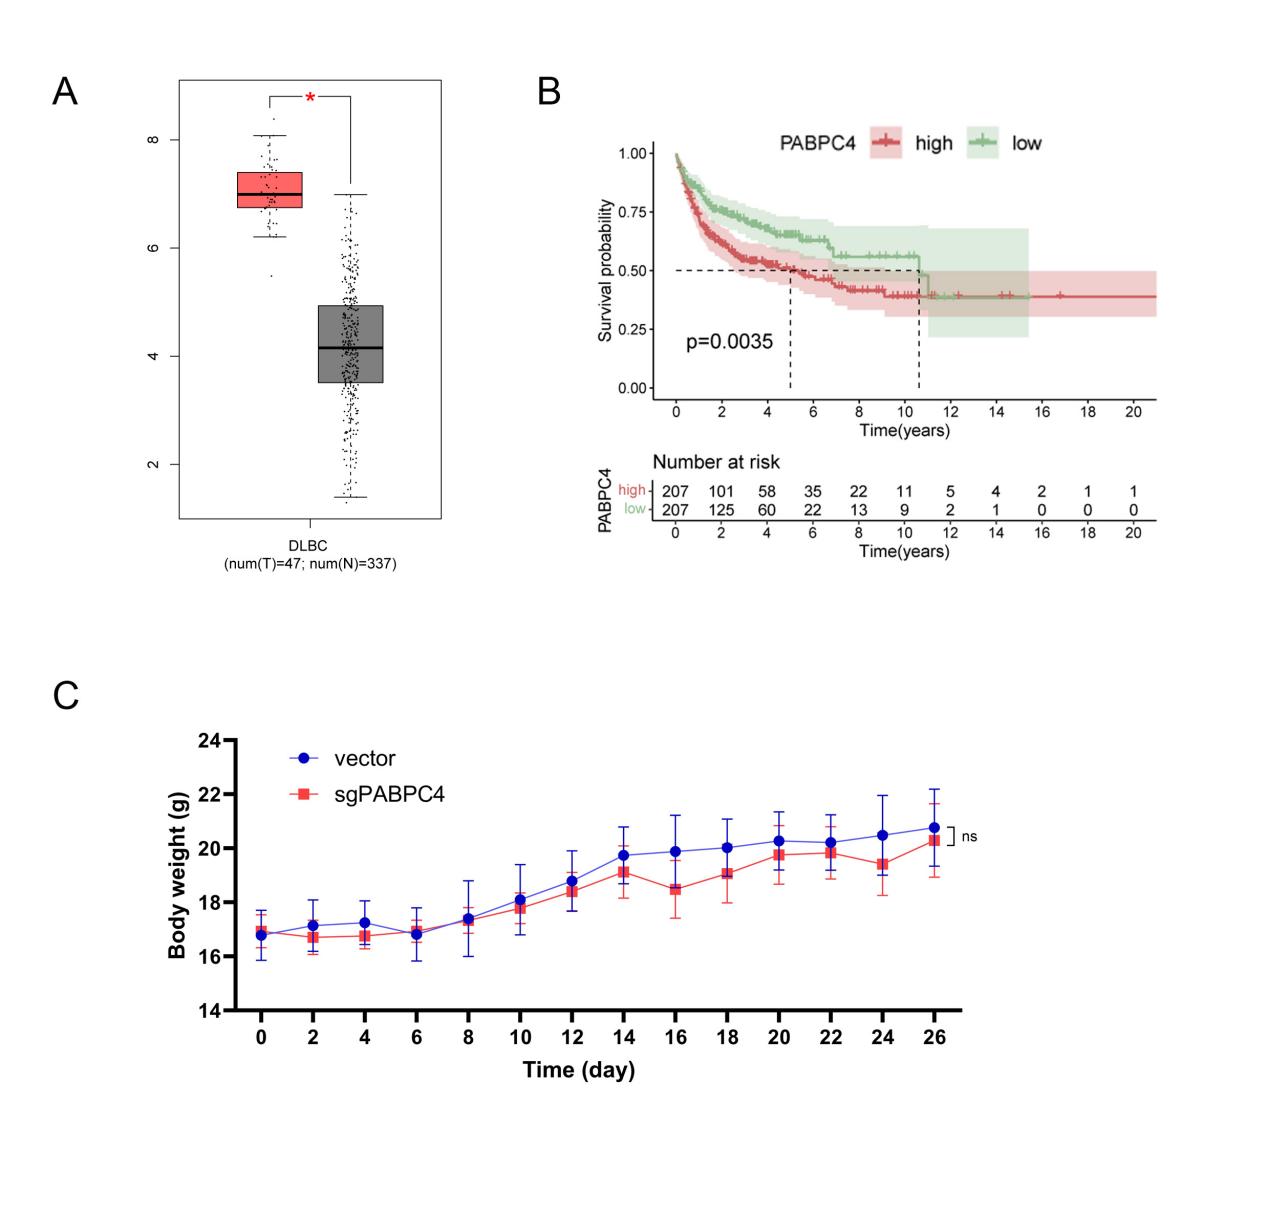
**

**Supplementary Table Legends**

**Supplementary Table 1.** Source and p-values of the 11 ERG genes.

**Supplementary Table 2.** GO and KEGG analysis of the ENO1 and 11 ERG genes.

**Supplementary Table 3.** Univariate and multivariate Cox regression analysis of the ERGs Score and clinical features in GSE10846 dataset.

**Supplementary Table 4.** The expression levels of the 11 prognostic genes in 6 DLBCL cell lines. Cell lines were divided into high- and low-risk group based on the corresponding coefficient of each gene.

**Supplementary Tables**

**Supplementary Table 1.**

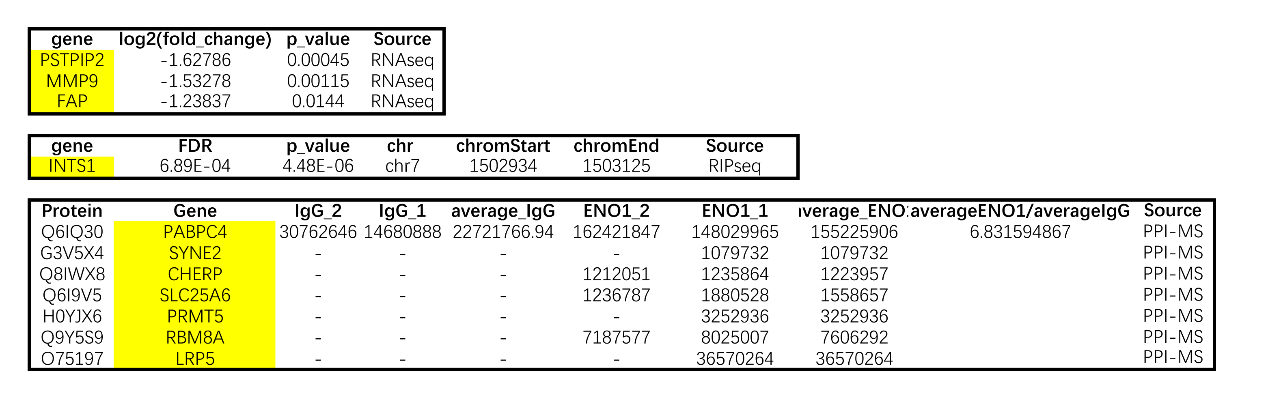

**Supplementary Table 2.**

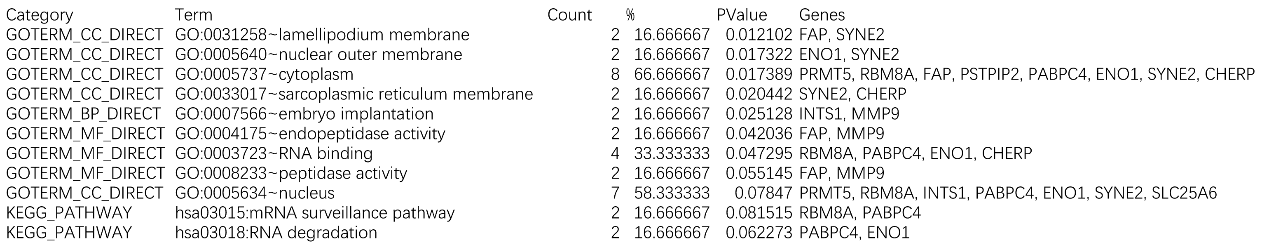

**Supplementary Table 3.**

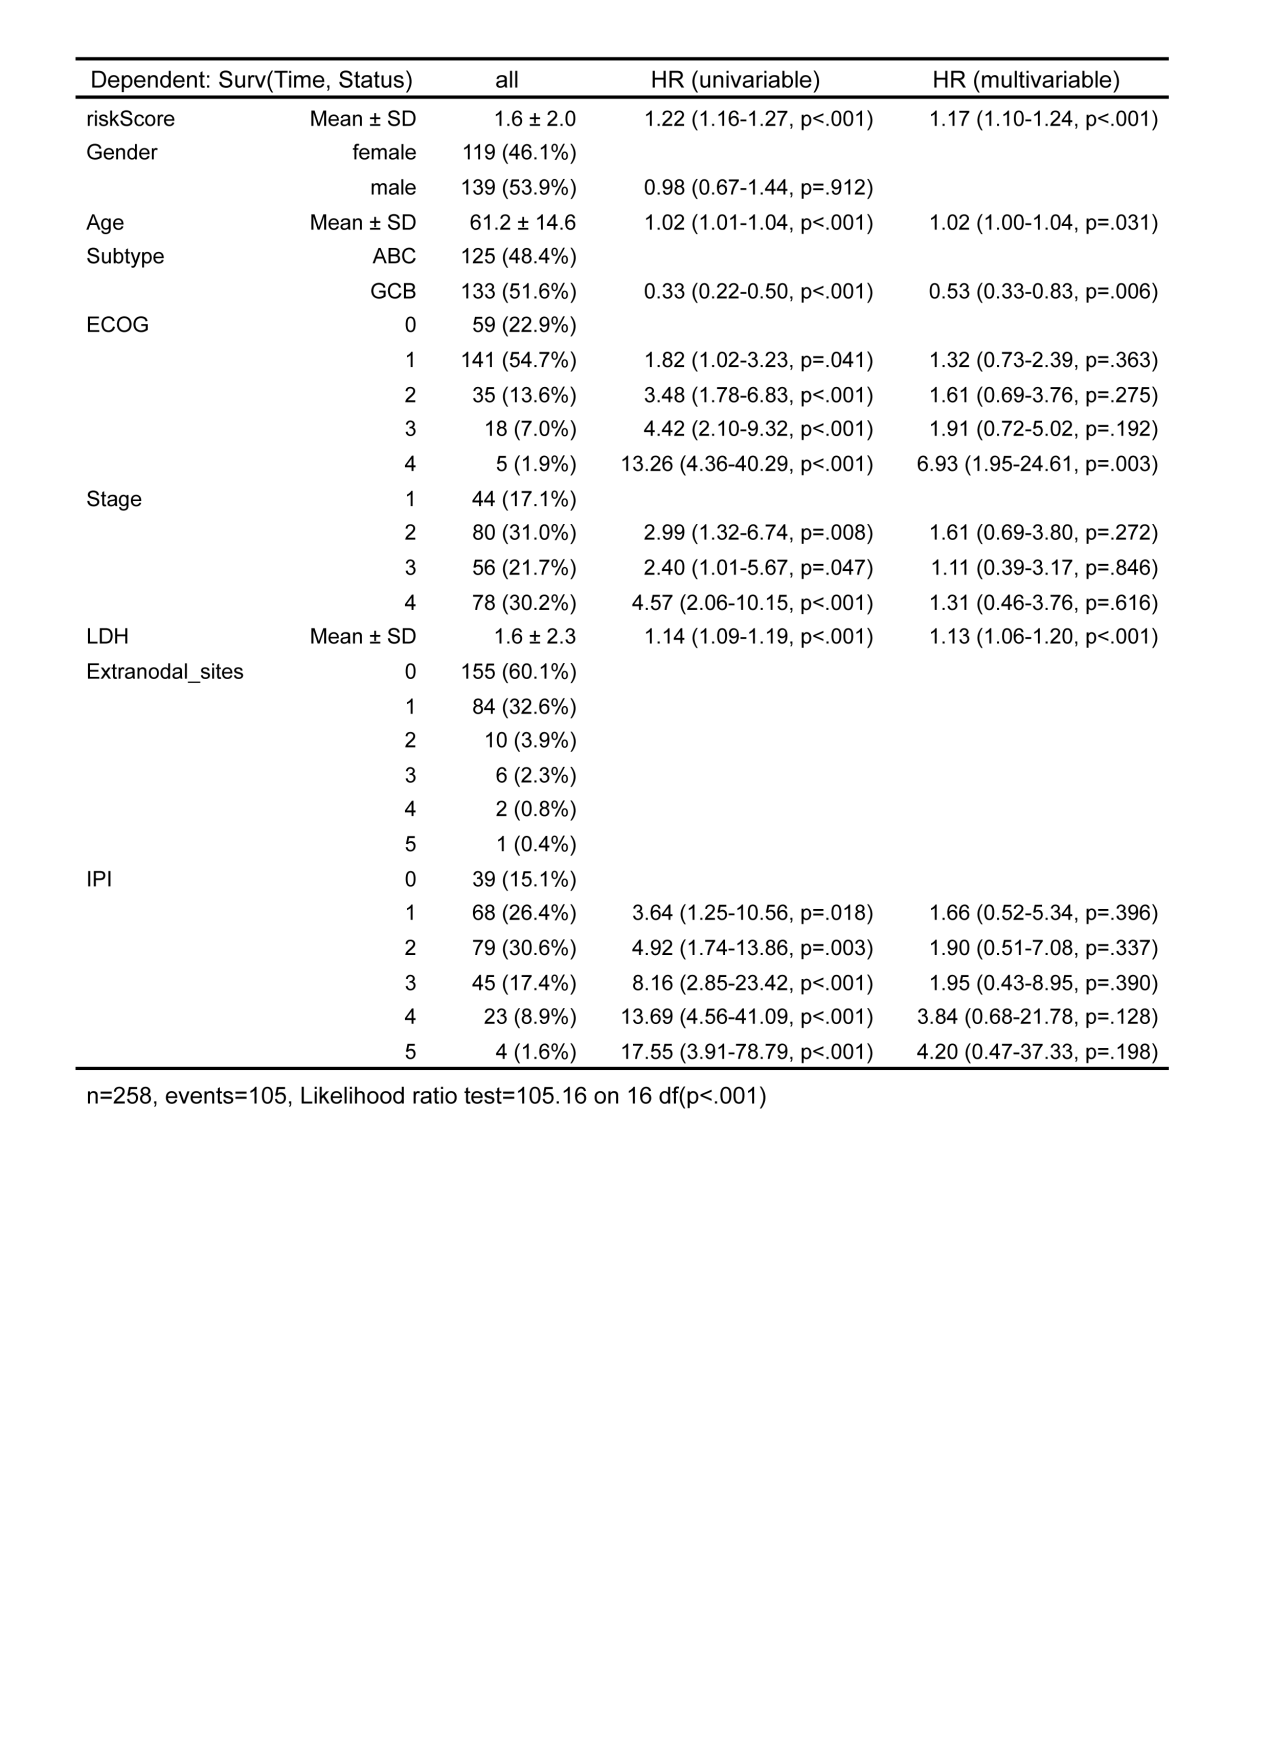

**Supplementary Table 4.**

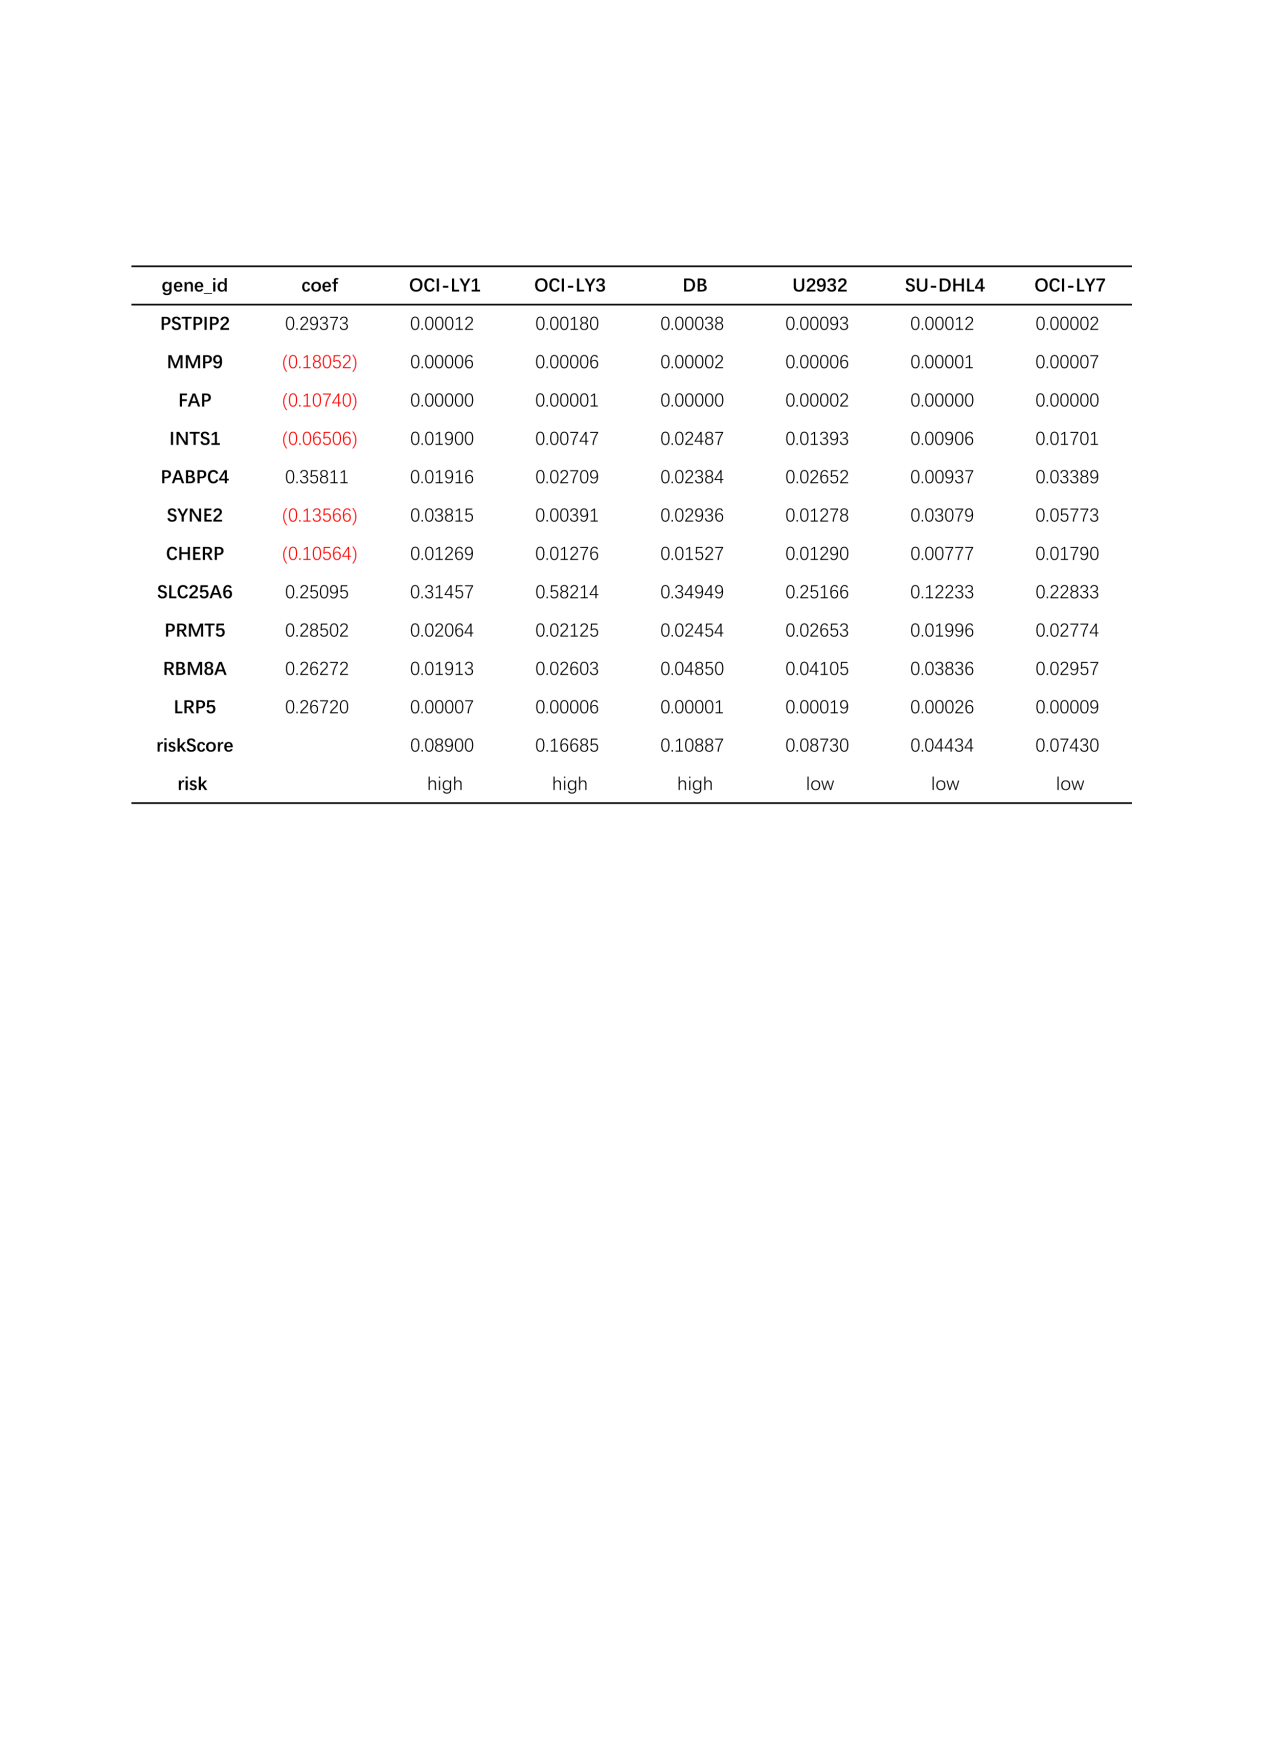

**Supplement:** Supplementary file 1

How the deposited data were processed for this re-analysis (not part of the article)

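RIP-seq was carried out with an anti-ENO1 antibody in Daudi cells. Of the 4 libraries in the series, the 2 ENO1 IP libraries each had a peak list, and these 2 lists were analysed. No peak list of the inputs was analysed here. The submitters' processing notes name bcl2fastq, TopHat2 and GRCh38 without versions, and the authors gave a peak list for each replicate separately. The article names Piranha, CIMS and a method of the sequencing company, and which of them made these lists is not given in the sources used here.

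The deposited values per peak were the number of sequence tags (raw counts by the authors, not normalized), the maximum height (a coverage signal in tags, from the authors) and the length in bases. In no peak did the height exceed the tags. The region shares were the authors' annotation of each peak, and the class with the largest share was taken as the region of the peak. Neither list held a fold or a p-value, so the article's thresholds were left out and all 14298 and 15159 peaks were kept. The planned ranking by fold was replaced by the height. The tags in peaks summed to 95292 in replicate 1 and 86626 in replicate 2. They are part of each library, so the depth is unknown, and no value was compared between the lists as a level.

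The lists name genes by Ensembl ID. A symbol was assigned where 1 RefSeq gene of GRCh38.p14 overlapped all peaks of the ID, or, where several did and the ID had a coding or UTR peak, the only protein-coding one of them. This named 8469 of 9956 IDs. Of the others, 473 had no such gene, 788 had several, and 226 shared a symbol with another ID. A symbol assigned by position can be wrong where genes overlap or lie within one another.

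Peaks were compared with bedtools 2.31.1, with an overlap of at least 1 base on the same strand. Random placement moved each peak of replicate 2 within its own gene 1000 times, keeping its length and strand. It did not model exons. It was repeated for intronic peaks and for UTR and coding peaks alone. These were again placed anywhere in the gene, so the repeats did not account for exons either. Random placement also did not keep the preference of the peaks for the 5′ ends of genes. A second placement, added after the data were seen, gave each peak the distance from the 5′ end of a peak of another gene of similar length and the same orientation. The second placement did not model exons either. Gene sets were compared with two-sided Fisher's exact tests in scipy 1.17.1, under Python 3.11.15 with numpy 2.4.6 and pandas 2.3.3, and 19 of 20 gene groups were adjusted together by the Benjamini-Hochberg method at 0.05. The 39 prognostic genes were read from the picture of Figure 2A, so they were described and not tested. The groups were these, the 11 signature genes, ENO1 with the targets named by the paper, ribosomal proteins, translation factors, splicing factors, the exon junction complex and mRNA surveillance, Integrator, glycolysis, B cell identity, immunoglobulin constant genes, MYC and ribosome biogenesis, histones, mitochondrially encoded genes, abundant non-coding RNAs, iron homeostasis, and markers of T cells, myeloid cells, liver and erythroid cells, and fibroblasts and epithelium. Shares have exact binomial intervals at 95%, which cover counting error only. Figures were drawn with matplotlib 3.10.9.

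The steps were tested on simulated data. Of 300 shared peaks planted in the real lists, 300 were recovered and 0 of the other 12887 peaks were called shared. The planted peaks were copies of replicate 1 peaks shifted by less than their length. The others were unchanged peaks that had not overlapped before. Both results therefore follow from the construction and give no error rate. For the 10403 peaks of named genes, with no position shared by design, 55 of 200 placements reached the observed overlap, and with 200 planted positions the excess over the mean placement was 201. For lists simulated with the 5′ preference and no shared position, at least 43 of 200 placements that keep it reached the observed overlap in each of 5 simulations. The lists without shared positions came from the same procedure as the placements they were set against. These checks therefore cover the computation only, and not whether either placement suits real peaks. For the group test, 2 of 1000 unrelated groups of 40 genes were called, and 1000 of 1000 groups with 30 of 40 members in the shared set were called. All groups adjusted together with the latter were planted ones. Of the real groups only splicing factors (54 genes, 27 shared) and ribosomal proteins (42 genes, 13 shared) had over 40 genes in the background. The call rate of planted groups is therefore not the power of the real tests.

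Genes, groups, tests and alternatives were set before the data were examined, except where the text says otherwise. Named were the genes of Figure 2A, the 11 signature genes, ENO1, YAP1 and ACO1 (whose values in the paper had been seen), the 10 genes with the strongest peaks in both replicates by the worse of the ranks of their highest peaks, the 5 highest peaks of each replicate, and up to 4 members of each group with a peak in both. The 10 genes were ranked only among gene IDs with a symbol, so unnamed IDs could not enter. Not every gene that this rule names is reported here. Alternatives changed the overlap that counts as shared, the definition of a shared gene, the background, the genes counted and the replicates used. The sequence composition of the peaks was not analysed here, since no genome sequence was used.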

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

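The tests in this part, by number of tags, by region, by random placement that keeps the 5′ preference and of even tag counts, were all chosen after the results were seen.

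The paper does not discuss ribosomal RNA, and the highest peak of each list lay on a 45S rRNA gene of chromosome 21. Peaks on RNA45SN1, RNA45SN2 and RNA45SN3 held 1488 tags in replicate 1 and 1292 in replicate 2, which made up 1.56% and 1.49% of the tags in peaks. They are given because the paper does not discuss them, and no background level was available to set them against, since every listed peak has at least 3 tags. These genes are near-identical copies, so the copy a tag came from is uncertain. MKNK2, which the paper does not mention, had 56 tags in its highest peak in each replicate. Antisense peaks, which the paper does not discuss, numbered 1814 in replicate 1 (12.7% of its peaks) and 2515 in replicate 2 (16.6%). Lists of control libraries were not analysed here, so none of these values could be set against a control.

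Most peaks lay in 1 replicate only. The tables argue against 1 explanation as the whole cause. Under background between genes and on the antisense strand, most peaks of the sense gene regions would be shared. Their share was at most 18.3% (95% CI 17.5 to 19.1%). The overall counts fix this outcome, since 1983 peaks of replicate 1 and 1972 of replicate 2 were shared in all. Sense gene regions held 10605 and 9354 peaks, respectively. Background within genes on the sense strand is not covered and stays open. Too few tags per peak stay open as a cause. The share rose from 2.24% in replicate 1 and 1.34% in replicate 2 at 3 tags to 38.3% and 46.9% at 20 or more tags, which goes with this explanation. At 20 or more tags the interval of replicate 1 lay below 50% (95% CI 33.8 to 42.9%), which goes against it as the whole cause, and that of replicate 2 included 50% (95% CI 41.5 to 52.4%). Unrelated positions within genes also stay open for the peaks that were not shared, since the excess over placements that keep the 5′ preference covered 11.7% of the peaks of replicate 2 in named genes. Differences in depth, in peak calling or in the cells used for the replicates stay open and could not be tested with these lists, and no biological explanation was tested.

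Even numbers of tags outnumbered odd ones. Of all listed peaks, 67.4% in replicate 1 and 58.3% in replicate 2 had an even number of tags, and of peaks with 5 or more tags 67.0% and 58.4%, where a steadily falling distribution would give under 50% from either starting point. A candidate explanation is that both mates of a read pair were counted as tags, since the article describes paired-end sequencing. The excess was not present in every region class. Among intergenic peaks the even share was 44.0% in replicate 1 and 43.4% in replicate 2 over all listed peaks (95% CI of the latter 41.7 to 45.1%), and 60.8% and 49.3% from 5 tags on (95% CI of the latter 43.9 to 54.7%). The lists do not decide on this explanation, since single tags and the lower limit of 3 tags also shape these shares. No biological explanation was tested.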

How the results depend on the processing

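No paired analysis was possible because the results come from peak lists of the ENO1 IP alone, with no test between groups. The planned thresholds of at least 4-fold and of a stricter adjusted p, and all analyses of sequence composition, were not run, since the lists hold no fold or p and no genome was used. Using every listed peak is the same as the setting reported, as is any listed peak as background. The 1983 shared peaks of replicate 1 became 1491 with a reciprocal overlap of 50%, 2284 with strand ignored and 1618 with midpoints within 100 bases, all within 1.5 times. Requiring overlapping peaks reduced the shared gene IDs from 3811 to 1455, and protein-coding genes alone gave 3301. Single replicates gave 6572 to 7195 gene IDs and 8 to 13 INTS1 peaks, against 21 in all, by construction. For region shares a single replicate cannot move the mean of both beyond their SD. With all protein-coding genes as background 3 groups passed instead of 0, since genes without any peak were then counted. Chosen after the data were seen, a minimum of 8 tags left 3373 peaks in replicate 1, 2538 in replicate 2, 697 shared peaks and 904 shared gene IDs, since fewer peaks entered. The mean region shares then became 10.1% for 5′ UTR, 31.4% for coding sequence, 8.73% for 3′ UTR, 1.36% for non-coding exons, 3.68% for antisense and 3.47% for intergenic peaks, from 5.52%, 17.2%, 4.99%, 1.29%, 14.6% and 17.4%, and the cause was not tested. By Fisher's exact test 0 groups passed at this minimum, with 2 at an unadjusted p under 0.05, the signature genes (p = 0.0399) and glycolysis (p = 0.0376), and a lowest adjusted p of 0.379. Counting genes with at least 1 peak in the region gave 11.1% for 5′ UTR, 26.0% for coding sequence, 9.49% for 3′ UTR, 2.46% for non-coding exons, 55.7% for introns and 26.6% for antisense, since a gene can count in several regions. Sense peaks only, also added afterwards, left the number of shared gene IDs (3213), of INTS1 peaks (17) and of groups passing (0 by Fisher's exact test, with 0 at an unadjusted p under 0.05) within 1.5 times or equal. Placement that keeps the 5′ preference, also added afterwards, lowered the excess of shared peaks from 8.99 to 3.87 times, since more placements then overlapped. The unknown depth limits what an absent peak means.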

Differences from the paper's values

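The paper states 32 RIP-seq targets found by 3 peak-calling methods at its fold and adjusted p thresholds, whereas 3811 gene IDs had a listed peak in both replicates. The paper's thresholds and its intersection of methods could not be applied to the lists, which hold no fold or p-value, so the counts are not at the same threshold. None of the alternatives set before the data were examined came within 1.5 times of the paper's number. They gave 3811 gene IDs for every listed peak, 1455 with overlapping peaks in both replicates, 3301 for protein-coding genes only, 7195 without replicate 1 and 6572 without replicate 2. A minimum of 8 tags, chosen after seeing the values, gave 904, and INTS1 was among the genes with such peaks in both replicates.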

Other observations

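Of 30 genes of B cell identity, 11 had a peak in at least 1 replicate and 3 had a peak in both (10.0%, 95% CI 2.11 to 26.5%; Fisher's exact test, unadjusted p = 0.542). These were SPI1 with heights of 6 in replicate 1 and 12 in replicate 2, IKZF1 with 5 and 3 and EBF1 with 3 in each. Each height is that of the highest peak of the gene in the replicate, wherever it lay. The peaks of IKZF1 in replicate 2 and of EBF1 in replicate 1 were antisense, and with sense peaks only 1 of the genes had a peak in both. No listed peak overlapped CD79A, MS4A1, PAX5 or the immunoglobulin genes IGHM and IGKC, and none of 16 immunoglobulin constant genes had a peak assigned to it, although peaks of up to 4 tags in replicate 2 overlapped IGLC1 and IGLL5. Of 53 replication-dependent histone genes, 1 had a peak in both, H2AC12 with heights of 11 and 14. Of 22 genes of MYC and ribosome biogenesis, 8 had one, led by BOP1 with heights of 17 and 12, and of 22 abundant non-coding RNAs 3 had one, NEAT1, SCARNA2 and OIP5-AS1, or 2 with sense peaks only, since the peaks of SCARNA2 in replicate 1 were antisense. Peaks not assigned to it by name also overlapped MALAT1, with 6 tags in replicate 1 and up to 58 in replicate 2. Of 13 mitochondrially encoded genes, 0 had a peak assigned to them in both and 5 in 1 replicate, such as ND1 in replicate 1 (113 tags) and ND5 in replicate 2 (12 tags). Peaks of other gene IDs also overlapped ND1, with 371 tags in replicate 1, and ND5, with up to 27 tags in replicate 1 and 89 in replicate 2. Further groups were markers chosen as absent from B cells, and their expression in Daudi cells is not known from the lists. A peak in both replicates was present for 0 of 18 markers of T cells and 0 of 14 of myeloid cells. It was present for 0 of 15 of liver and erythroid cells and 1 of 16 of fibroblasts and epithelium. That marker was COL1A1, with heights of 4 and 3, the latter antisense, so that 0 had one with sense peaks only. In at least 1 replicate 4, 2, 3 and 4 of these markers had a peak, respectively. Of these groups, those of B cell identity, histones and MYC and ribosome biogenesis did not pass Fisher's exact test against genes with a peak in at least 1 replicate. The others had 0 to 5 genes in that background, too few to pass whatever their result.

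In iron homeostasis 3 of 11 genes had a peak in both replicates, FTH1, TFRC and IREB2. FTH1, the ferritin heavy chain gene, carried the second highest peak of replicate 2, in the 5′ UTR on chromosome 11 from 61967314 to 61967621 with 195 tags and a height of 165. In replicate 1 the only FTH1 peak lay at the same place on the antisense strand, from 61967377 to 61967619, with 26 tags and a height of 24, so that 2 of the genes had one with sense peaks only. ACO1, which encodes the cytosolic aconitase that binds iron-responsive elements, had no listed peak.

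Of the 11 signature genes, 4 had a peak in both replicates, and the paper assigns only INTS1 of them to RIP-seq. The highest peak of PABPC4 was antisense in replicate 1 (height 12) and in the 5′ UTR in replicate 2 (height 11). Of its 4 peaks in replicate 1 and 2 in replicate 2, 2 and 1 were sense peaks, and peaks of the replicates overlapped. LRP5 had heights of 7 and 11 and SYNE2 of 6 and 3, both without overlap between replicates, and both SYNE2 peaks of replicate 2 were antisense. PSTPIP2 had 1 peak of 4 tags in replicate 1. CHERP and PRMT5 were overlapped only by peaks that could not be assigned to them by name. No listed peak overlapped FAP, MMP9, RBM8A or SLC25A6.

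The highest peak of replicate 1 lay on RNA45SN3 on chromosome 21 from 8390831 to 8391324 (283 tags), followed by peaks on RNA45SN2 from 8207784 to 8209226 (450 tags) and on LOC110467529 from 8258564 to 8258979 (260 tags), with the remaining 2 of the 5 highest on RNA45SN2 and RNA45SN3. In replicate 2 the highest lay on RNA45SN1 from 8442058 to 8442538 (817 tags), and the 5 highest also included FTH1 and a 5′ UTR peak of GRK2 on chromosome 11 from 67266420 to 67266755 (85 tags).

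Introns held 40.7% of peaks in replicate 1 and 37.1% in replicate 2, coding sequence 20.0% and 14.5%, intergenic regions 13.1% and 21.7%, 5′ UTRs 6.36% and 4.68%, 3′ UTRs 5.84% and 4.14%, and non-coding exons 1.34% and 1.25%. Two-sided Fisher's exact tests compared these 2 lists only, with an adjusted p of 3.67e-10 or less (Benjamini-Hochberg) for all classes but non-coding exons. They treat peaks as independent and carry no spread between libraries, so they do not tell a difference between replicates from ordinary variation between libraries. In named genes of at least 10000 bases, 19.4% of the sense peaks of replicate 1 and 19.6% of those of replicate 2 had their summit in the first 1000 bases of the gene, where an even spread along the genes would give 2.50% and 2.40%. For antisense peaks the shares were 21.6% and 13.7%, against 2.41% and 1.98%. Of the antisense peaks, 11.5% in replicate 1 and 4.77% in replicate 2 overlapped a peak on the other strand in the same list.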
